# Folate regulates RNA m^5^C modification and translation in neural stem cells

**DOI:** 10.1186/s12915-022-01467-0

**Published:** 2022-11-23

**Authors:** Xiguang Xu, Zachary Johnson, Amanda Wang, Rachel L. Padget, James W. Smyth, Hehuang Xie

**Keywords:** RNA cytosine-5 methylation, Mouse neural stem cell, Folic acid, Polysome profiling, RNA bisulfite sequencing

## Abstract

**Background:**

Folate is an essential B-group vitamin and a key methyl donor with important biological functions including DNA methylation regulation. Normal neurodevelopment and physiology are sensitive to the cellular folate levels. Either deficiency or excess of folate may lead to neurological disorders. Recently, folate has been linked to tRNA cytosine-5 methylation (m^5^C) and translation in mammalian mitochondria. However, the influence of folate intake on neuronal mRNA m^5^C modification and translation remains largely unknown. Here, we provide transcriptome-wide landscapes of m^5^C modification in poly(A)-enriched RNAs together with mRNA transcription and translation profiles for mouse neural stem cells (NSCs) cultured in three different concentrations of folate.

**Results:**

NSCs cultured in three different concentrations of folate showed distinct mRNA methylation profiles. Despite uncovering only a few differentially expressed genes, hundreds of differentially translated genes were identified in NSCs with folate deficiency or supplementation. The differentially translated genes induced by low folate are associated with cytoplasmic translation and mitochondrial function, while the differentially translated genes induced by high folate are associated with increased neural stem cell proliferation. Interestingly, compared to total mRNAs, polysome mRNAs contained high levels of m^5^C. Furthermore, an integrative analysis indicated a transcript-specific relationship between RNA m^5^C methylation and mRNA translation efficiency.

**Conclusions:**

Altogether, our study reports a transcriptome-wide influence of folate on mRNA m^5^C methylation and translation in NSCs and reveals a potential link between mRNA m^5^C methylation and mRNA translation.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12915-022-01467-0.

## Background

Folate is an essential B-group vitamin and its synthetic form (folic acid) is widely used in nutrient supplements and fortified food [1]. As a major methyl donor, folate participates in the methylation of important biomolecules, such as DNA, RNA, proteins, and lipids, and in purine synthesis [2, 3]. Periconceptional maternal folic acid supplementation is a well-known preventative measure for neural tube defects (NTDs) in offspring [4–6]. Folate deficiency is associated with an increased risk of Alzheimer’s disease (AD) [7–9], while sufficient intake of folate reduces the risk of AD [10, 11]. Sufficient folate intake has also been observed to benefit cardiovascular health, including reducing the risk of stroke among adults with hypertension [12, 13]. Additionally, folic acid-supplemented diets have been demonstrated to prevent the transgenerational amplification of body weight in an obesity mouse model [14]. Despite the numerous benefits of folate supplementation, recent studies raised concern about the adverse effects of excess maternal folic acid supplementation. A recent study revealed a “U-shaped” correlation between maternal multivitamin supplementation frequency and an offspring’s risk of autism spectrum disorder (ASD) [15]. The adverse effects of excess maternal folate supplementation were further supported by a positive correlation found between the prescription of prenatal vitamins containing 1mg folic acid and the incidence of research-identified autism [16]. The U-shaped pattern of the influence of folate was corroborated in mouse model studies. Either a deficient or an excess folic acid supply during pregnancy causes comparable neurodevelopmental changes by delaying cerebral cortical neurogenesis [17]. High folate intake may lead to a higher incidence of ventricular septal defects, embryonic development delay, and short-term memory impairment in offspring [18–20]. Furthermore, negative effects of folate were demonstrated on the molecular level, as high maternal folate supplementation led to aberrant expression of autism-susceptible genes, including *Aust2* and *Fmr1* in the cerebral cortex of postnatal day 1 (P1) pups [21].

Prior to conception, maternal folate supplementation rescues the proliferation potential of neural stem cells (NSCs) in splotch (Sp^−/−^) embryos via epigenetic mechanisms [22]. The Sp^−/−^ mice have a homozygous mutation in the *Pax3* gene. Sp^−/−^ is a widely used neural tube defect (NTD)-prone mouse model with an impaired ability to synthesize thymidylate and undergoes a spontaneous occurrence of neural tube defects in its embryos [23, 24]. Recent studies showed that folic acid promotes the proliferation of neural stem cells [25–27] by increasing the phosphorylation of ERK1/2 [28] and activating ERK signaling, which is implicated in proliferation [29]. Notch signaling is triggered with the elevated expression of Notch1 and Hes5 on both the mRNA and protein levels [25]. Folate deficiency leads to an elevated level of homocysteine, which increases reactive oxygen species (ROS) production. This may induce DNA damage and result in apoptosis in NSCs [30]. In addition, homocysteine inhibits the phosphorylation of ERK1/2 and suppresses ERK signaling [31], which affects cell growth [29]. Protein expression levels and enzymatic activities of aconitase and respiratory complex III, two critical components in the mitochondrial respiratory chain, are decreased because of the neurotoxicity induced by homocysteine in NSCs [32]. Moreover, folic acid supplementation increases the protein expression and enzymatic activities of the DNMT family enzymes [26], resulting in an altered DNA methylation profile in the PI3K/AKT/CREB pathway [27]. High levels of homocysteine reduce protein expression and enzymatic activity of DNA methyltransferases, including DNMT1, DNMT3a, and DNMT3b [33]. This indicates that a dysregulation of methylation is an essential molecular mechanism underlying the pathogenesis of folate deficiency.

Post-transcriptional modification of RNA is emerging as a new layer of gene expression regulation [34]. Among numerous RNA modifications, 5-methylcytosine (m^5^C) is one of the most well-known in transfer RNAs (tRNAs), ribosomal RNAs (rRNAs), and, more recently, messenger RNAs (mRNAs) [35, 36]. m^5^C modification is essential for the regulation of diverse biological processes. m^5^C in tRNAs is involved in the regulation of tRNA stability and protein synthesis [37]. m^5^C in rRNAs affects the regulation of translational fidelity and ribosome biogenesis [38, 39]. m^5^C in mRNAs regulates the stability, nucleocytoplasmic export, and translational efficiency of mRNAs [40–43]. Folate affects the regulation of RNA m^5^C methylation as well. The one-carbon unit bound by folate has been shown to be essential for tRNA m^5^C methylation in mammalian mitochondria, which is required for mitochondrial mRNA (mt-mRNA) translation and subsequent oxidative phosphorylation [44]. Despite the critical roles of folate as a methyl donor, no previous study has investigated the influence of folate intake on mRNA m^5^C methylation.

This study aims to explore the link between folate dose-response and mRNA m^5^C methylation, transcription, and translation. We hypothesized that intake of the methyl donor folate influences RNA metabolism. To address this hypothesis, we systematically assessed the transcriptome-wide influence of folic acid deficiency and supplementation on RNA cytosine-5 methylation, transcription, and translation profiles in mouse neural stem cells.

## Results

### Effect of folate concentrations on mRNA abundance in mouse neural stem cells

To generate gene expression profiles and transcriptome-wide maps of RNA m^5^C modification, we performed both RNA-seq and RNA bisulfite sequencing (RNA BS-seq) using total mRNA samples derived from mouse NSCs (Fig. 1a). Mouse NSCs were isolated from the subventricular zone (SVZ) and maintained as previously described [45]. To characterize NSCs in monolayer culture, we performed immunostaining using two NSC markers: Nestin and Sox2. Nestin is a cytoskeletal intermediate filament specifically expressed in neural stem cells [46] and Sox 2 is an HMG box transcription factor essential to maintaining the self-renewal of multipotent neural stem cells [47]. Double staining of Nestin and Sox2 showed that all cells were positive for both markers (Fig. 1b), indicating a highly homogenous neural stem cell culture. To investigate the dose-dependent influence of folate, NSCs were cultured in media with three different concentrations of folic acid for 4 days: 1.5 μM folic acid as the low folate concentration (LF), 10 μM folic acid as the median folate concentration (MF, folate level commonly supplied in cell culture media), and 80 μM folic acid as the high folate concentration (HF). With two biological replicates for each condition, six total mRNA-seq and six total mRNA BS-seq libraries were constructed and sequenced on the Hiseq 4000 platform in the 150-bp paired end mode.

**Fig. 1:**
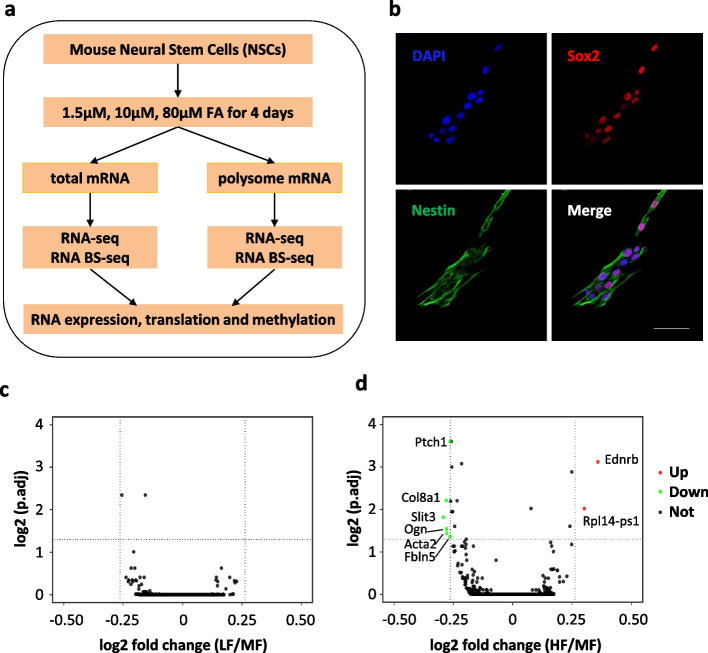
Influence of folate on mRNA abundance in NSCs. **a** Schematic representation of the experimental design. **b** Mouse NSC cultures were stained with the neural progenitor markers Nestin (cytoplasmic, green) and Sox2 (nuclear, red) and counterstained with DAPI (nuclei, blue). Scale bar: 50 μm. **c**, **d** Volcano plot showing the differentially expressed genes (adjusted *p*-value 0.05, fold change 1.2) in the comparisons of LF vs MF (**c**) and HF vs MF (**d**)

An average of 26 million raw read pairs were generated for RNA-seq libraries with around 21 million read pairs uniquely mapped to the mouse reference transcriptome (Additional file 2: Table 1a). The gene expression levels calculated as transcripts per million (TPM) were provided (Additional file 3: Table 2). Pearson correlation analysis showed high reproducibility between the two biological replicates (Additional file 1: Fig. S1a-c). Principal component analysis showed that two replicates were clustered together (Additional file 1: Fig. S1d). Differential gene expression analysis was performed using DESeq2 [48]. Compared to MF controls, no differentially expressed gene (DEG) was identified in the LF condition (Fig. 1c) and only eight genes were found to be differentially expressed in the HF condition; however, these had only mild fold changes between 1.2 and 1.3 (Fig. 1d, Additional file 4: Table 3). Among the eight DEGs, 6 genes (Fbln5, Ogn, Ptch1, Acta2, Slit3, Col8a1) showed decreased mRNA levels and 2 genes (Ednrb, Rpl14-ps1) showed increased mRNA levels. The DEGs were validated by RT-qPCR (Additional file 1: Fig. S2a-g). These results indicate that folate deficiency or supplementation has subtle effects on mRNA abundance in NSCs.

### Total mRNA m^5^C profile in mouse neural stem cells

We generated an average of 230 million raw read pairs with around 160 million of those read pairs uniquely mapped to the reference genome for total mRNA BS-seq datasets (Additional file 2: Table 1b). 

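NSCs cultured for 4 days at 1.5 μM (LF), 10 μM (MF) or 80 μM (HF) folic acid gave 2 total mRNA BS-seq libraries per condition. Bisulfite turns unmethylated cytosines of RNA into uracil, which is read as T, while m5C is read as C. For each library, the authors deposited a list of cytosines called by meRanCall from reads that were trimmed with fastp and aligned uniquely to the mm10 genome. The list gives the coverage of each cytosine, the number of methylated reads (unconverted C), and the methylation level, which is a fraction. The level was found to be C reads divided by C plus T reads, with 0 exceptions among the cytosines listed without a variant base. Each listed cytosine had a coverage of at least 10 and at least 1 methylated read, so a position without any methylated read is absent from the lists. Reads removed by the authors' 3C filter are still included, and the signal/noise, FDR and RNAfold filters are not applied in the lists. All 6384216 different cytosines in the lists fell on a C of the same strand in GRCm38.p6, and the sequences of the 253 sites in Additional file 6: Table 5 matched at 253 positions. The 6 total mRNA lists held between 1799888 and 2071190 cytosines. Their coverage summed over cytosines was 2350805851 and 2708691508 in LF, 2454062116 and 2857966129 in MF, and 2421926354 and 1910081647 in the libraries labelled HF. The median coverage of a listed cytosine was 521 and 556 in LF, 563 and 605 in MF, and 372 and 359 in the libraries labelled HF. The paper reports its own depth as uniquely mapped read pairs, from 1.52e+08 to 1.76e+08 per total mRNA library, and the values given here use the coverage of each cytosine. The libraries labelled HF do not match the paper's own list of sites. Removing reads can only lower the coverage, so the coverage in a deposited list should be equal to or above that in Additional file 6: Table 5. In the other 10 libraries of the study it was equal at 54.0% to 71.1% of the sites and lower at 0 sites. In the libraries labelled HF it was equal at 1.08% and 0% of the sites and lower at 41 and 44 sites, and 6 of 93 and 7 of 88 sites were absent. Values of the libraries labelled HF are given below as the deposited lists hold them, and they are not taken as the measurements behind the paper's HF results. The analysis of differential methylation used the high-confidence sites of either condition with a coverage of at least 20 in all 4 libraries compared. The reads of both replicates were pooled, the methylated and unmethylated reads were compared by a two-sided Fisher's exact test, and p was adjusted by the Benjamini-Hochberg method. Levels of a site are given as the mean of the replicates, while differences given for named sites are those of the pooled levels, which weigh a replicate by its coverage. Reads of PCR-amplified libraries without molecular identifiers are not independent molecules, so the confidence intervals given for shares cover counting error only.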

Based on this spiked-in unmethylated mRNA control, the bisulfite conversion rates for the six RNA BS-seq libraries were determined to be above 99.9%. 

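Reads of the spiked-in control were not analysed here, but the lists allow a related measure on the mRNAs themselves. Over the listed cytosines with a level under 0.05, unconverted reads made up 0.148% and 0.145% of the reads in LF and 0.144% and 0.139% in MF. They made up 0.187% and 0.193% in the libraries labelled HF. Cytosines without a single unconverted read are not listed, so these shares are upper limits of the share of unconverted reads at such positions. The paper's reported conversion rate was 99.94% in each LF and MF library; its rates for HF are left out here, because the libraries labelled HF do not match its list.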

Sequential filtering steps were performed (see the “Methods” section) to remove potential false positive m^5^C sites. 

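Applied to the deposited lists, the standard filter (coverage of at least 20, level of at least 0.1 and at least 6 methylated reads) left 2641 and 2150 sites in the replicates of LF. It left 2399 and 2464 sites in MF, and 6369 and 5182 sites in the libraries labelled HF. Most of these sites in LF and MF lay close together: 90.2% and 90.4% of the sites in LF and 89.1% and 90.7% in MF were within 25 bases of another called site of the same strand. In the libraries labelled HF this share was 25.6% and 26.5%. Chromosome MT held 26.5% and 35.2% of the called sites in LF and 26.0% and 28.0% in MF. The number called in both replicates moved most when only sites of Additional file 6: Table 5 were kept, with 80 sites in LF, 84 in MF and 100 in the libraries labelled HF, numbers that are limited by the length of that list.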

Good reproducibility was observed between the biological replicates. 

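At the high-confidence sites with a coverage of at least 20 in both replicates, the levels of the replicates differed by a median of 2.96 percentage points in LF, as in MF, and by 3.23 percentage points in the libraries labelled HF. The median coverage of these sites was 151.5 and 172 in LF, 108.5 and 131.5 in MF, and 242.5 and 207 in the libraries labelled HF, with single values from 20 to 7084.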

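Of the sites that passed the standard filter in one replicate, 68.0% of replicate 1 (95% Wilson interval 66.2% to 69.7%) and 83.5% of replicate 2 (81.9% to 85.0%) passed it in the other replicate of LF. The mean was 75.7% ± 11.0 (SD, n = 2), and 1795 sites were called in both replicates. In MF, 83.3% (81.8% to 84.8%) and 81.1% (79.5% to 82.6%) of the sites were shared, a mean of 82.2% ± 1.55 (SD, n = 2), with 1999 sites in both. In the libraries labelled HF, 49.7% (48.5% to 51.0%) and 61.1% (59.8% to 62.4%) were shared, a mean of 55.4% ± 8.05 (SD, n = 2), with 3167 sites in both. With a minimum of 3 methylated reads in place of 6, the alternative that moved these shares most in LF and MF, the means were 48.1% in LF, 52.9% in MF and 32.4% in the libraries labelled HF. In the libraries labelled HF, keeping only sites of Additional file 6: Table 5 moved the mean slightly more, to 78.7%.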

More specifically, 32.60 to 44.32% of m^5^C sites identified in one biological replicate were found to be methylated in the other biological replicate (Fig. 2a). In addition, the Pearson’s correlation of methylation level for m^5^C sites overlapped between the two replicates was in a range from 0.91 to 0.95 (Fig. 2b). 

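Recomputed from the deposited lists, Pearson's r across the high-confidence sites was 0.913 (95% interval 0.867 to 0.944) over 78 sites in LF and 0.921 (0.880 to 0.949) over 82 sites in MF. It was 0.938 (0.899 to 0.962) in the libraries labelled HF, where only 62 of the 74 sites had a coverage of at least 20 in both lists. These correlations are across sites within 1 pair of libraries, and sites are not independent replicates. Spearman's rho was lower, at 0.835 in LF, 0.778 in MF and 0.899 in the libraries labelled HF.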

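The levels of sites called in both replicates were compared with those of sites called in 1 replicate only, in each of the 6 total mRNA libraries. The median level was 44.4% for sites in both against 23.1% for sites in 1 in LF replicate 2, 50.0% against 22.7% in MF replicate 1, and 58.3% against 18.8% in MF replicate 2. In the libraries labelled HF it was 26.0% against 16.7% and 24.2% against 16.7%. LF replicate 1 went the other way, with 38.2% against 100%. Over the 6 libraries the difference of the medians was 7.21 percentage points (SD 35.8), positive in 5 of 6, and an exact two-sided sign-flip test gave p = 0.656. The difference of the means was 11.9 percentage points, positive in 5 of 6, with p = 0.125 from the same exact test. With a coverage of at least 50, which moved the difference of the medians most, it was 0.819 percentage points.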

The average methylation level of the overlapped m^5^C sites between biological replicates was higher than that of the m^5^C sites determined in one replicate alone (Fig. 2c). This suggests that the overlapped m^5^C sites between the two replicates were of high credibility, particularly with the stringent filtering steps applied in this study. Thus, the overlapped m^5^C sites between the two biological replicates were considered as high-confidence m^5^C sites for downstream analysis.

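Between the replicates of 1 condition, where no site should differ by treatment, Fisher's exact test called 0 of 78 high-confidence sites in LF, 2 of 82 in MF and 0 of 62 in the libraries labelled HF at an adjusted p under 0.05. At an unadjusted p under 0.05, 4, 7 and 5 sites were called. From the higher level of the shared sites and its stringent filters, the paper proposes that sites found in both replicates are of high credibility, and it takes these sites for its further analyses.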

**Fig. 2:**
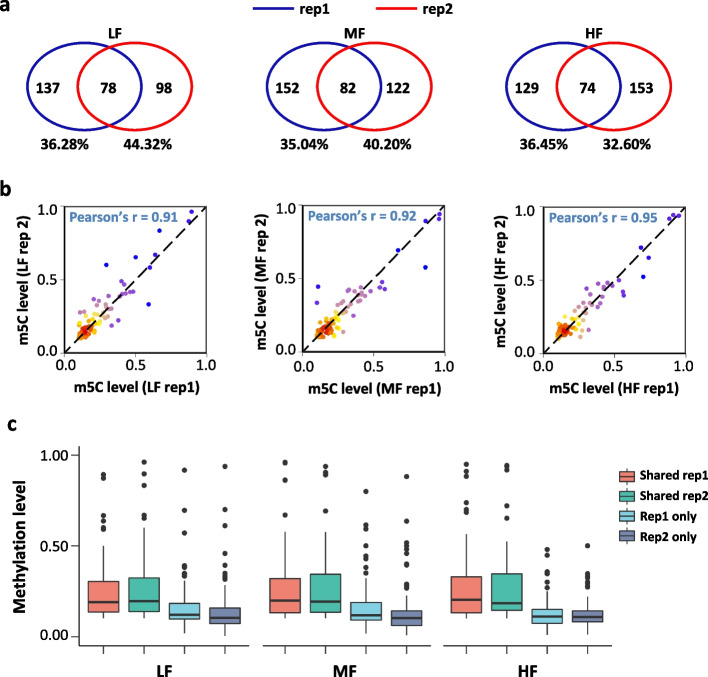
Characterization of high-confidence m^5^C sites in total mRNA BS-seq datasets. **a** Venn diagram showing the overlap of m^5^C sites between two replicates. **b** Dot plot showing the methylation level correlation of the overlapped m^5^C sites between two replicates. **c** Box plot showing the methylation level of overlapped and non-overlapped m^5^C sites in the two replicates

For NSCs cultured with different concentrations of folic acid, a total of 74 to 82 m^5^C sites within ~60 RNA molecules were identified (Fig. 3 a, b, Additional file 6: Table 5). 

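The high-confidence list holds 78 sites for LF, 82 for MF and 74 for HF, and 114 different sites for the 3 conditions together. In the deposited lists, 78 of 78 sites in LF and 82 of 82 in MF passed the standard filter in both replicates. In the libraries labelled HF, 52 of 74 did. A coverage of at least 50 in both replicates was reached by 62 sites in LF, 63 in MF and 49 in the libraries labelled HF, so the levels of the remaining sites rest on fewer than 50 reads in at least 1 library.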

The majority (96.7~98.3%) of these m^5^C sites were located on mRNAs and the remaining m^5^C sites were mapped to noncoding RNAs including pseudogenes (Additional file 1: Fig. S3a). 

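Placed on the GENCODE vM21 annotation of GRCm38, 15 of the 114 sites were in a 5'UTR, 40 in a CDS and 25 in a 3'UTR of an mRNA. Exons of noncoding transcripts held 8 sites, introns 14 sites and intergenic sequence 12 sites. By condition, 74.4% of the LF sites, 69.5% of the MF sites and 71.6% of the HF sites on the list were in an mRNA exon.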

Similar to previous reports [42, 49], the median methylation level of the m^5^C sites was approximately 20% among the three groups (19.3% in LF, 19.6% in MF, and 19.4% in HF) (Fig. 3c). 

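From the deposited lists, the median level of the high-confidence sites was 19.3% in LF, 19.6% in MF and 22.4% in the libraries labelled HF, with the level of each site taken as the mean of the replicates. The medians of the single libraries were 19.1% and 19.7% in LF (SD 0.467), 20.3% and 19.3% in MF (SD 0.681), and 23.3% and 22.3% in the libraries labelled HF (SD 0.709). An exact two-sided permutation test of the medians per library gave p = 0.667 for LF against MF. For the libraries labelled HF against MF the exact test gave p = 0.333, which is the smallest p that 2 libraries against 2 allow, and the difference of 3.01 percentage points between the means of the library medians was larger than the spread between the replicates. With the paper's own counts of Additional file 6: Table 5, the HF median was 19.4%. The medians moved most when all sites that passed the standard filter in both replicates were used, to 41.9% in LF and 52.8% in MF.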

The majority (71.8% in LF, 70.7% in MF, and 68.9% in HF) of the m^5^C sites were below 30%, and only 7.7–9.5% of the m^5^C sites showed methylation levels above 50% (Additional file 1: Fig. S3b). Additionally, analysis of the nucleotide composition matrix showed a dominant G-rich triplet (A/G-GGG) motif downstream of the m^5^C sites (Fig. 3d), which is similar to the sequence context reported in both human and mouse tissues and cell lines [42, 43, 49]. 

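By the same levels, 73.1% of the sites were below 30% in LF (95% Wilson interval 62.3% to 81.7%), 70.7% in MF (60.1% to 79.5%) and 67.7% in the libraries labelled HF (55.4% to 78.0%). Levels above 50% were found for 7.69% of the sites in LF (3.57% to 15.8%), 8.54% in MF (4.20% to 16.6%) and 6.45% in the libraries labelled HF (2.54% to 15.4%). Many sites are the same in the 3 conditions, so these shares are not independent, and their difference was not tested.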

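The bases downstream of the 114 high-confidence sites were compared with those of 772591 background cytosines, which were on no list and had a level under 0.05 and a coverage of at least 20 in both MF libraries. G was found at position 1 downstream in 24.6% of the sites and 11.3% of the background (adjusted p = 9.42e-05, two-sided Fisher's exact test adjusted over 5 positions). At positions 2, 3 and 4, G was found in 64.9%, 67.5% and 58.8% of the sites and in 30.2%, 27.1% and 28.0% of the background (adjusted p = 6.8e-14, 1.36e-18 and 1.2e-11 by Fisher's exact test). At position 5 the shares were 29.8% and 26.8%, which did not differ (adjusted p = 0.460 by Fisher's exact test). The complete triplet GGG at positions 2 to 4 was present at 26.3% of the sites. The direction was reversed for 5061 sites that only had to pass the standard filter in both replicates of LF, MF or the libraries labelled HF. Of these sites, 3167 were called in both libraries labelled HF. The 5061 sites carried G less often than the background at each of the 5 positions, with a difference of -10.6 percentage points at position 3.

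**Figure D1:**
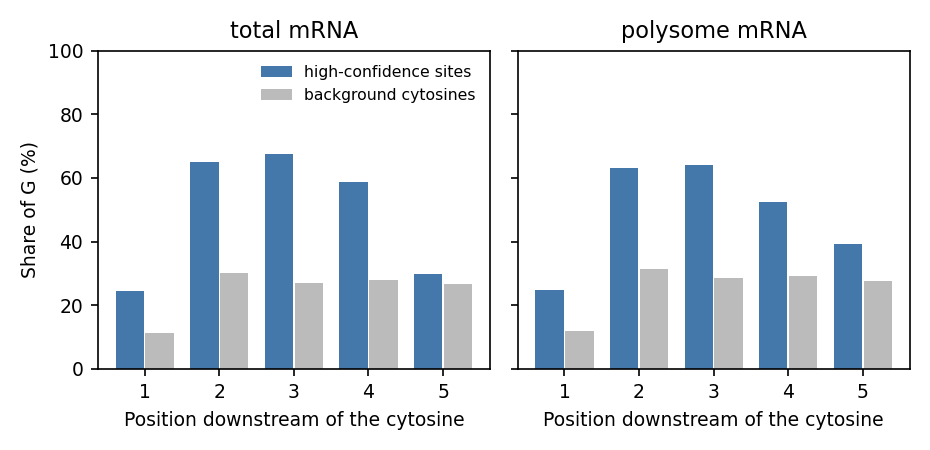
Share of G at positions 1 to 5 downstream of the cytosine, in percent, for the high-confidence sites (blue) and the background cytosines (grey) of total mRNA (left) and polysome mRNA (right). In total mRNA the share is 64.9%, 67.5% and 58.8% at positions 2 to 4 and close to the background at position 5.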

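Among the high-confidence sites in mRNA exons, 11 of 58 in LF were in a 5'UTR, 29 in a CDS and 18 in a 3'UTR. In MF the numbers were 10, 29 and 18 of 57, and on the HF list 11, 23 and 19 of 53. The share in a 5'UTR was 19.0% in LF (95% Wilson interval 10.9% to 30.9%), 17.5% in MF (9.82% to 29.4%) and 20.8% in HF (12.0% to 33.5%). Sites that only had to pass the standard filter in both replicates were in a 5'UTR less often, with 7.05% in LF. The positions along the transcript relative to the translation initiation site were not analysed here.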

The distribution profile of the m^5^C sites in mRNAs showed an enrichment of m^5^C modification in 5′UTR, followed by an increasing peak of m^5^C sites immediately downstream of the translation initiation sites (Fig. 3e), indicating a potential role of m^5^C in the translational regulation of RNA metabolism [49, 50].

**Fig. 3:**
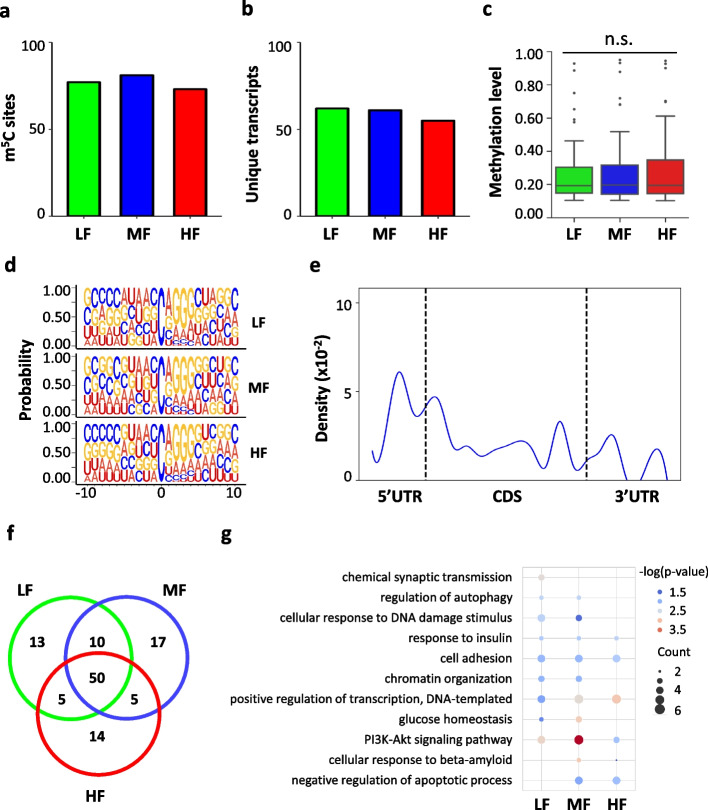
Distribution profile of m^5^C modification in total mRNAs of mouse NSCs. **a**, **b** Bar charts showing the numbers of m^5^C sites (**a**) and m^5^C-modified mRNAs (**b**) in total mRNA in NSCs. **c** Boxplot showing the methylation levels of m^5^C sites in total mRNAs in NSCs. **d** Sequence frequency logo for the sequence context proximal to m^5^C sites in total mRNA in NSCs. **e** Density plot showing the distribution of m^5^C sites along mRNA transcripts (5′UTR, CDS, 3′UTR). The moving average of percentages of mRNA m^5^C sites were shown. **f** Venn diagram showing the overlap of m^5^C sites among the three conditions (LF, MF, HF). **g** Bubble plot showing the GO terms of m^5^C-modified mRNAs in LF, MF, and HF

To investigate the influence of folate deficiency and supplementation on m^5^C profiles in NSCs, we first performed differential methylation analysis using Fisher’s exact test. After multiple-comparison adjustment, only one significant differentially methylated m^5^C site (DMS) was identified when comparing HF and MF, with mild methylation changes (Fbn1, chr2: 125321622, with a methylation level of 0.07 in HF, 0.11 in MF). 

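Of the high-confidence sites in HF or MF, 73 had enough coverage in all 4 libraries. Comparing the libraries labelled HF with MF, 22 sites passed the threshold, 19 of them higher in the libraries labelled HF, and 30 had an unadjusted p under 0.05. The Fbn1 site at position 125321622 of chromosome 2 (GRCm38, minus strand, exon 50, CDS, sequence CCCCACTGAGCCAGATGGTAA) had a level of 17.5% ± 3.53 (SD, n = 2) in the libraries labelled HF and 10.3% ± 0.207 (SD, n = 2) in MF. Its coverage was 571 and 495 in the libraries labelled HF and 877 and 1044 in MF. Both levels in the libraries labelled HF were above both levels in MF, with an adjusted p = 2.95e-07 by Fisher's exact test. Since these libraries do not match the paper's list, the values do not describe the paper's HF samples. For LF against MF, 91 sites were tested and 8 passed the threshold, 6 higher and 2 lower in LF, with 20 sites at an unadjusted p under 0.05. By pooled level, the largest of these differences were at Fam131a (12.6 percentage points higher in LF), Wdr48 (12.5), Col4a6 (12.0), Rnf157 (-10.1) and Tenm3 (5.53), and both levels in LF were on the same side of both levels in MF at all 8 sites. Among the alternatives that tested the same sites, the tests with an error term between replicates changed these counts most. A beta-binomial test with a shared overdispersion called 2 sites for LF against MF, Wdr48 and Col4a6, and 8 sites for the libraries labelled HF against MF. The moderated test of limma called 0 sites in both comparisons, with 16 and 13 sites at an unadjusted p under 0.05. Splitting the LF and MF libraries into mixed groups of 1 library of each condition gave 2 and 0 called sites.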

We further plotted a Venn diagram to show the overlap of the m^5^C sites among the three conditions. It showed that the majority of the m^5^C sites were overlapped among the three conditions (64.10% in LF, 60.98% in MF, 67.57% in HF) (Fig. 3f). 

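The list has 50 sites in all 3 conditions, which is 64.1% of the LF sites, 61.0% of the MF sites and 67.6% of the HF sites. Absence from a condition's list did not mean absence of methylation. Counting a site as shared when its pooled reads gave a level of at least 0.1 with a coverage of at least 20, 63 of the 78 LF sites (80.8%) and 63 of the 82 MF sites (76.8%) were shared by all 3 conditions, with the libraries labelled HF as the third. Among the sites that only had to pass the standard filter in both replicates, 15.0% in LF, 13.5% in MF and 8.49% in the libraries labelled HF were shared. Of the 74 sites on the HF list, 52 (70.3%) were shared, with the values of the libraries labelled HF.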

Gene Ontology (GO) annotation analysis of the m^5^C-modified mRNAs shared by the three conditions showed an enrichment for molecular functions and signaling pathways, including cell adhesion, response to insulin, and the PI3K-AKT signaling pathway (Fig. 3g). Cell adhesion and response to insulin are considered essential properties of neural stem cells [51, 52]. Notably, previous studies showed that folate is involved in the regulation of the PI3K-AKT signaling pathway in neural stem cells [27]. GO annotation analyses for the methylated transcripts in each condition revealed that m^5^C-modified mRNAs in LF showed enrichment for chemical synaptic transmission while m^5^C-modified mRNAs in MF and HF showed enrichment for negative regulation of apoptotic processes and cellular response to beta-amyloid. This shared and condition-specific functional enrichment supports the critical role of folate in neural stem cell metabolism.

### Folate induces changes in mRNA translation in a dose-dependent manner

To investigate the influence of folate on mRNA translation, we performed polysome profiling on the polysome-associated mRNAs. The cell lysates were separated by sucrose gradient ultracentrifugation and fractionated into 15 portions (Fig. 4 a, b). Polysome fractions with more than 3 ribosomes were pooled for RNA extraction, representing median to high actively translating mRNAs. The polysome RNA samples were digested with DNase enzyme to remove any residual DNA and then subjected to two rounds of oligo(dT) bead selection to enrich poly(A)-containing mRNAs. Polysome mRNA-seq libraries were prepared and sequenced on the Hiseq 4000 platform. An average of 28 million raw read pairs was obtained for the polysome mRNA-seq libraries with around 25 million read pairs uniquely mapped (Additional file 2: Table 1a). Pearson correlation analysis showed a high correlation between the two biological replicates (Additional file 1: Fig. S4a-c). Polysome profiling analysis was performed as previously described [53] to investigate the transcriptome-wide influence of folate on mRNA translation. We identified two genes with up-regulated translation efficiency and 94 genes with down-regulated translation efficiency in NSCs with folate deficiency (Fig. 4c, Additional file 5: Table 4), 148 genes with down-regulated translation efficiency, and 253 genes with up-regulated translation efficiency in NSCs with folate supplementation (Fig. 4d, Additional file 5: Table 4). Western blot was performed to validate the differentially translated genes (DTGs): Ndufa13 with decreased translation efficiency in LF showed reduced protein level in LF (Additional file 1: Fig. S5a), Gng11 with increased translation efficiency in LF showed increased protein level in LF (Additional file 1: Fig. S5b), and Ptx3 with increased translation efficiency in HF showed increased protein level in HF (Additional file 1: Fig. S5c). LF led to many more mRNAs with decreased translation efficiency, while HF led to more mRNAs with increased translation efficiency. This result indicates a dose-dependent influence of folate on mRNA translation.

**Fig. 4:**
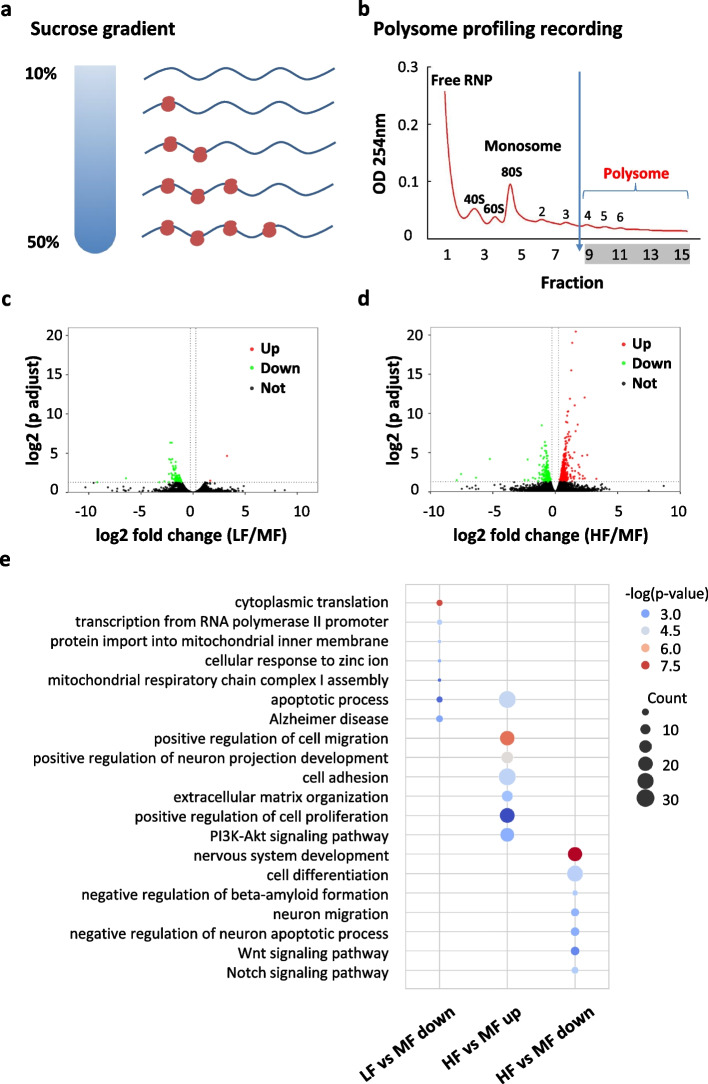
Folate deficiency and supplementation influence mRNA translation in NSCs. **a**, **b** Schematic representation of the sucrose gradient used to segregate ribosome-free and ribosome-bound RNAs (**a**) and representative polysome profile (1.5μM FA, replicate 1) recorded at 254 nm, polysome fraction (portion 9 to 15) is indicated (**b**). **c** Volcano plot showing the differentially translated genes (DTGs) in comparison between LF and MF. **d** Volcano plot showing the differentially translated genes (DTGs) in comparison between HF and MF. **e** Bubble plot showing the GO terms of the DTGs: decreased translation efficiency in LF (LF vs MF down), decreased translation efficiency in HF (HF vs MF down), and increased translation efficiency in HF (HF vs MF up)

GO annotation was further performed to determine the potential roles of these differentially translated genes (Fig. 4e). Down-regulated differentially translated genes in LF were enriched in cytoplasmic translation and cellular response to zinc ions. They also showed enrichment for mitochondrial function, such as protein localization to the mitochondrion and mitochondrial respiratory chain complex I assembly. A previous report indicated the role of folate metabolism in supporting mitochondrial DNA synthesis and oxidative phosphorylation [54]. Moreover, KEGG pathway analyses of these down-regulated differentially translated genes in LF showed enrichment in Alzheimer’s disease. Notably, previous studies showed that a low level of serum folate is associated with an increased risk of Alzheimer’s disease [7–9]. The down-regulated differentially translated genes in HF were enriched for nervous system development and critical neural functions, including cell differentiation, neuron migration, regulation of dendrite development, and negative regulation of the neuron apoptotic process. Down-regulated differentially translated genes in HF also showed enrichment for the Notch and Wnt signaling pathways, both of which are critical for NSC homeostasis [55, 56]. Up-regulated differentially translated genes in HF were enriched for the positive regulation of cell proliferation and the PI3K-AKT signaling pathway, which is in line with the finding that folate stimulates neural stem cell proliferation through the PI3K-AKT signaling pathway [27]. Recent reports showed that a mild and pervasive brain overgrowth induced by increased neural stem cell proliferation is one of the most common phenotypes in autism [57–59]. Such a difference in functional enrichment indicates the distinct impacts of folate deficiency and supplementation on the growth and differentiation of neural stem cells.

### Folate induces changes in polysome mRNA m^5^C methylation

To provide direct evidence of the methylation status for actively translating mRNAs, we also prepared RNA BS-seq libraries using polysome mRNA samples and applied the same analytical pipeline used for the total mRNA BS-seq data on the polysome mRNA BS-seq datasets. 

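Polysome mRNA of the same 3 folate conditions (pLF, pMF and pHF) gave 2 RNA BS-seq libraries per condition, from fractions with more than 3 ribosomes. The authors deposited the called cytosines with their coverage and methylated reads in the same form as for total mRNA. The lists held 990013 and 1657017 cytosines in pLF, 1125033 and 1208784 in pMF, and 1232581 and 797260 in pHF. Coverage summed over cytosines was 1186213013 and 2202817210 in pLF, 1220452123 and 1237535967 in pMF, and 1320667483 and 1883599845 in pHF. The median coverage was 395 and 390 in pLF, 368 and 337 in pMF, and 335 and 920 in pHF. As read pairs, the paper reports 1.06e+08 to 1.84e+08 uniquely mapped pairs per polysome library. Unconverted reads made up 0.176% and 0.181% of the reads at cytosines with a level under 0.05 in pLF, 0.183% and 0.191% in pMF, and 0.187% and 0.128% in pHF. The second pHF library differed from the others: it listed 38353 cytosines with a level above 0.9, against at most 3465 in any other library. These had a median coverage of 12, and with a coverage of at least 20 there were 2065, against at most 1727 in any other library. The standard filter left 2840 and 4072 sites in pLF, 1475 and 1909 in pMF, and 2318 and 5592 in pHF, of which 1721, 987 and 864 were called in both replicates. Differential methylation was tested as for total mRNA.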

We obtained an average of 285 million raw read pairs with around 137 million read pairs uniquely mapped to the reference genome (Additional file 2: Table 1b). Similar to the total mRNA BS-seq datasets, the spiked-in unmethylated Xef mRNA control showed a high bisulfite conversion rate (>99.9%) in the six polysome mRNA BS-seq libraries (Additional file 2: Table 1b). 

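For the high-confidence sites of polysome mRNA, Pearson's r between the replicates was 0.764 (95% interval 0.682 to 0.827) over 132 sites in pLF, 0.846 (0.790 to 0.888) over 136 sites in pMF and 0.824 (0.764 to 0.869) over 150 sites in pHF. With a coverage of at least 50 in both replicates, r was 0.843 over 109 sites, 0.875 over 111 sites and 0.873 over 126 sites. The replicates differed by a median of 3.11, 3.05 and 3.68 percentage points.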

The biological replicates showed good reproducibility with methylation correlations ranging from 0.76 to 0.84 for the m^5^C sites overlapped between replicates (Additional file 1: Fig. S6a&b). The average methylation level of the overlapped m^5^C sites was higher than that of the m^5^C sites identified in one replicate only (Additional file 1: Fig. S6c). 

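In the polysome libraries, sites called in both replicates had a higher median level than sites called in 1 replicate in 5 of 6 libraries. The difference of the medians was 63.1 percentage points (SD 33.7), with p = 0.0625 by an exact two-sided sign-flip test over the 6 libraries. The exception was pHF replicate 1, with a median of 93.3% for sites in both and 97.5% for sites in 1. The difference of the means was 27.5 percentage points, positive in 6 of 6 libraries (p = 0.0313 by the same exact test, the smallest it can give with 6 libraries). With a coverage of at least 50, the difference of the means was 13.7 percentage points, positive in 5 of 6, with an exact p = 0.188, and that of the medians 24.6 percentage points, with an exact p = 0.281.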

With the stringent filtering pipeline, we obtained 132 to 150 high-confidence m^5^C sites within 119 to 139 RNA molecules, where most of the m^5^C sites were located on mRNA molecules (pLF: 98.3%; pMF: 97.6%; and pHF: 97.8%) (Additional file 1: Fig. S6d, Additional file 6: Table 5). 

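All 132 sites in pLF, 136 in pMF and 150 in pHF on the high-confidence list passed the standard filter in both deposited replicates, and the 3 conditions together have 206 different sites. On the GENCODE annotation, 90.9% of the sites in pLF, 90.4% in pMF and 90.7% in pHF were in an mRNA exon. Exons of noncoding transcripts held 9 of the 206 sites, introns 2 and intergenic sequence 9.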

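The median level of the high-confidence sites of polysome mRNA was 18.6% in pLF, 18.7% in pMF and 19.0% in pHF, with the level of each site taken as the mean of the replicates. The medians of the single libraries were 18.3% and 18.2% in pLF (SD 0.0973), 18.5% and 17.8% in pMF (SD 0.463), and 19.0% and 18.9% in pHF (SD 0.129). Exact two-sided permutation tests of the medians per library gave p = 1 for pLF against pMF and p = 0.333 for pHF against pMF, where 2 libraries against 2 cannot give a smaller p. Levels below 30% were found for 80.3%, 79.4% and 82.7% of the sites, and levels above 50% for 4.55%, 2.94% and 5.33%.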

The median methylation level is around 19% (18.6% in pLF, 18.6% in pMF, and 19.0% in pHF) (Fig. 5c, Additional file 1: Fig. S6e). The sequence logo showed a similar m^5^C-A/G-GGG sequence context (Fig. 5a), and the distribution of m^5^C modification showed enrichment at 5′UTR and CDS, with an increasing peak at both the translation initiation and translation termination sites (Fig. 5b). 

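At positions 1 to 5 downstream of the 206 sites, G was found in 24.8%, 63.1%, 64.1%, 52.4% and 39.3% of the sites, and in 11.8%, 31.3%, 28.5%, 29.3% and 27.7% of 462585 background cytosines of the pMF libraries. All 5 differences passed an adjusted p of 0.05, the largest being 0.000318 at position 5 (two-sided Fisher's exact test). GGG was present at positions 2 to 4 of 25.2% of the sites. Among the sites that only had to pass the standard filter in both replicates of a polysome condition, the difference was reversed at all 5 positions. In mRNA exons, 11 sites in pLF were in a 5'UTR, 68 in a CDS and 41 in a 3'UTR, with 7, 67 and 49 in pMF and 8, 75 and 53 in pHF. The 5'UTR held 9.17% of these sites in pLF (95% Wilson interval 5.20% to 15.7%), 5.69% in pMF (2.78% to 11.3%) and 5.88% in pHF (3.01% to 11.2%).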

Overall, the profile of polysome mRNA m^5^C sites resembled that of the total mRNA m^5^C sites in mouse neural stem cells.

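Over both fractions, 15 high-confidence sites of total mRNA and 15 of polysome mRNA were in a 5'UTR, out of 114 and 206 sites. The CDS held 40 and 106 of them, and the 3'UTR 25 and 65.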

**Fig. 5:**
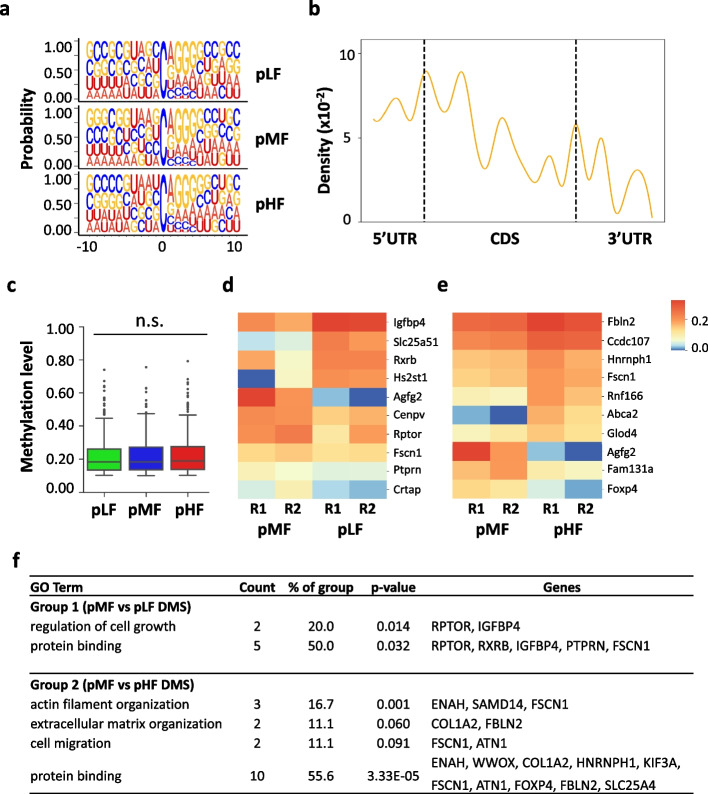
Influence of folate on polysome mRNA m^5^C methylation in mouse NSCs. **a** Sequence frequency logo for the sequence context proximal to m^5^C sites in polysome mRNAs. **b** Density plot showing the distribution of m^5^C sites along mRNA transcripts (5′UTR, CDS, 3′UTR). The moving average of the percentage is shown. **c** Boxplot showing the methylation levels of m^5^C sites in polysome mRNAs. **d** Heatmap showing the methylation level of differentially methylated m^5^C sites in comparison between pMF and pLF. Two biological replicates (R1, R2) are shown. **e** Heatmap showing the methylation level of differentially methylated m^5^C sites in comparison between pMF and pHF. Two biological replicates (R1, R2) are shown. **f** GO annotation of DMS-modified mRNAs of pMF vs pLF and pMF vs pHF. Representative GO terms are shown in the table

We plotted a Venn diagram to check the overlap of the m^5^C sites among the three groups. More than half of the m^5^C sites were overlapped among the three groups (Additional file 1: Fig. S7a). 

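The polysome lists share 80 sites in all 3 conditions, 60.6% of the pLF sites, 58.8% of the pMF sites and 53.3% of the pHF sites. By pooled reads with a level of at least 0.1 and a coverage of at least 20, 106 of 132 sites (80.3%) in pLF, 115 of 136 (84.6%) in pMF and 117 of 150 (78.0%) in pHF were methylated in all 3 conditions.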

Functional annotation of these m^5^C-modified mRNAs showed shared enriched GO terms among the three conditions, including cell adhesion, response to insulin, and the PI3K-Akt signaling pathway (Additional file 1: Fig. S7b). Alzheimer’s disease was also enriched in the three conditions (Additional file 1: Fig. S7b), with an increasing count of genes from high folate to low folate. This result suggests a potential role of folate deficiency in the progression of Alzheimer’s disease. m^5^C-modified mRNAs in LF and HF showed enrichment for in utero embryonic development (Additional file 1: Fig. S7b). which is supported by a previous report that both deficient and excess folate influence brain development [17].

To further determine the influence of folate on m^5^C modification in polysome-associated mRNAs, we performed Fisher’s exact test to identify differentially methylated m^5^C sites. We identified 10 DMS sites in the comparison between pLF and pMF, with 4 DMS sites being hypermethylated and 6 DMS sites being hypomethylated in pLF (Fig. 5d). In addition, 19 DMS sites were identified in the comparison between pHF and pMF, with 15 DMS sites being hypermethylated and 4 DMS sites being hypomethylated in pHF (Fig. 5e). 

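For pLF against pMF, 156 high-confidence sites were tested in the 4 libraries, and Fisher's exact test on pooled reads called 17 sites, 8 higher and 9 lower in pLF. At an unadjusted p under 0.05 there were 42 sites. Splitting the same 4 libraries into mixed groups of 1 pLF and 1 pMF library gave 14 called sites for each of the other splits, while the replicates of pLF alone gave 23 and those of pMF alone gave 3. With an error term between replicates, 1 site was called by the beta-binomial test (Hs2st1) and 0 by limma (17 at an unadjusted p under 0.05). Without pMF replicate 2 the count was 8, and without pLF replicate 2 it was 24. Of the 10 genes named in Fig. 5d, 9 had a site that could be tested, Agfg2 being the exception, and 8 had a called site, 4 higher and 4 lower in pLF. The Crtap site differed by -4.54 percentage points in pLF minus pMF and did not pass the threshold (adjusted p = 0.0596 by Fisher's exact test). By pooled level, the largest differences with separate replicates were at Fahd2a (18.7 percentage points), Ppm1m (-12.4), Col16a1 (10.1), Fam131a (-9.57) and an intronic site of chromosome 6 (9.35). Some of these rest on 1 library, since the replicates of pLF were 22.8% and 36.4% at Fahd2a and 23.3% and 12.9% at Col16a1, and those of pMF 9.80% and 3.81% at the intronic site.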

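For pHF against pMF, 47 of 167 tested sites were called, 35 higher and 12 lower in pHF, and 58 sites had an unadjusted p under 0.05. The mixed splits of the 4 libraries gave 12 and 10 called sites. Between the replicates of pHF alone, 29 of the same sites were called, and between those of pMF alone 4. Without pHF replicate 2, the count was 19. The beta-binomial test called 3 sites, Wwox, Foxp4 and Kif3a, and limma called 0, with 22 sites at an unadjusted p under 0.05. All 8 of the 10 genes named in Fig. 5e that could be tested had a called site (Abca2 and Agfg2 could not). By pooled level, the largest differences among called sites with separate replicates were at Farp2 (-17.4 percentage points), Klhl26 (17.2), Wwox (16.2), an intergenic site of chromosome 3 (-14.1) and Nsun5 (-13.3). The paper's list gives the intergenic site to Mtx1, a gene of the other strand. The Klhl26 replicates of pMF were 23.5% and 47.4%, and the Wwox replicates of pHF 15.7% and 26.8%, so part of these differences rests on 1 library.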

GO annotation was performed to characterize the functions of the two sets of DMS-modified genes (Fig. 5f). 

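The site in Rptor is at position 119899079 of chromosome 11 (plus strand, 3'UTR, exon 34, sequence CTCAGTTCTGCAGAGAGCTTC). Its level was 21.0% ± 6.27 (SD, n = 2) in pLF and 29.5% ± 2.67 (SD, n = 2) in pMF, with a coverage of at least 538 in each library. The site in Igfbp4, at position 99041697 of the same chromosome (plus strand, CDS, exon 1, sequence GGATGCCCTGCGGGGTGTACA), had a level of 16.1% ± 1.39 (SD, n = 2) in pLF and 10.7% ± 0.866 (SD, n = 2) in pMF, with a coverage of at least 362. By Fisher's exact test on pooled reads, the adjusted p was 0.000716 for Rptor and 0.0157 for Igfbp4, and the levels of the replicates did not overlap between the conditions at either site. With an error term between replicates neither site was called, with adjusted p of 0.506 and 0.533 in the beta-binomial test.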

Among the 10 DMS-modified mRNAs in the comparison between pLF and pMF, Rptor and Igfbp4 were involved in the regulation of cell growth. Among the 19 DMS-modified mRNAs in the comparison between pHF and pMF, Fscn1 and Atn1 played a role in the regulation of cell migration, and, Col1a2 and Fbln2 were involved in an extracellular matrix organization. 

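In pHF and pMF, all 4 of these sites were in a CDS, and both levels in pHF were above both levels in pMF. Fscn1 (chromosome 5, position 142961220) had a level of 24.4% ± 1.60 (SD, n = 2) in pHF and 19.9% ± 1.05 (SD, n = 2) in pMF, with a coverage of at least 7153 in each library. Atn1 (chromosome 6, position 124745645) had 13.8% ± 0.534 (SD, n = 2) in pHF and 10.2% ± 0.992 (SD, n = 2) in pMF, with a coverage of at least 1567. Col1a2 (chromosome 6, position 4518517) had 10.2% ± 0.167 (SD, n = 2) in pHF and 8.58% ± 0.661 (SD, n = 2) in pMF, with a coverage of at least 3105. Fbln2 (chromosome 6, position 91268545) had 39.3% ± 4.21 (SD, n = 2) in pHF and 33.6% ± 0.182 (SD, n = 2) in pMF, with a coverage of at least 2996. Adjusted p by Fisher's exact test on pooled reads was 2.61e-21, 2.09e-05, 0.00425 and 2.16e-08 in this order, and none of these sites was called by the beta-binomial test or by limma. Fscn1 was also called between pLF and pMF, with a difference of -1.29 percentage points (adjusted p = 0.0242 by Fisher's exact test). Of the 11 genes listed for pHF in Fig. 5f, 10 could be tested (Enah could not), and all 10 had a called site.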

In summary, the above results indicate that folate deficiency and supplementation influence polysome mRNA m^5^C methylation and that this influence is linked to critical neural functions.

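To see how many calls the spread between replicates gives by itself, groups without any difference were simulated 200 times with the observed coverage and overdispersion. Fisher's exact test on pooled reads then called a mean of 21.3 sites for pLF against pMF and 23.2 for pHF against pMF. The number of calls in the pLF comparison was reached or passed in 165 of the 200 simulations, and that of the pHF comparison in 0, where the highest simulated number was 37. In total mRNA, the simulated mean for LF against MF was 2.04, with at most 7. From the sites called in both polysome comparisons, together with the functions of their genes, the paper concludes that low and high folate influence m5C in polysome mRNA.

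**Figure D2:**
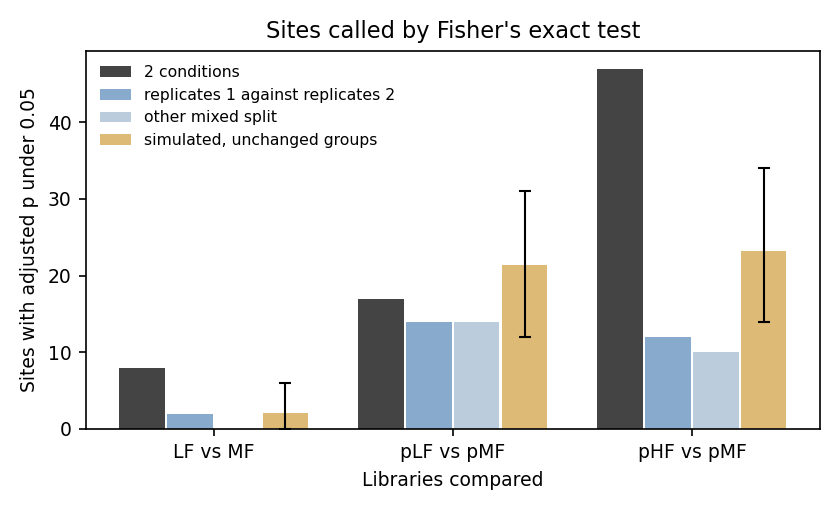
Number of sites with an adjusted p under 0.05 by Fisher's exact test on pooled reads. Dark bars compare the conditions, blue bars compare mixed groups of the same 4 libraries, and yellow bars give the mean of 200 simulations without a difference, with lines over the central 95% of the simulations. The dark bar of pLF against pMF, at 17, is below the simulated mean of 21.3.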

### Correlation between m^5^C modification and mRNA translation

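In each folate condition, the summed coverage of every polysome library was below that of both total mRNA libraries. With the standard filter alone, fewer sites were called in both replicates of polysome mRNA than in both replicates of total mRNA, at all 3 folate concentrations and with the libraries labelled HF included. For LF the order was reversed after thinning to the smallest summed coverage (925 sites in LF and 1335 in pLF), without chromosome MT (1162 and 1625), with a level of at least 0.2 (1358 and 1475) and with at least 10 methylated reads (1595 and 1600). With only the sites of Additional file 6: Table 5, a number limited by that list, it was reversed at all 3 folate concentrations.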

Despite the similar profiles between total mRNA methylomes and polysome mRNA methylomes, more m^5^C sites were identified in polysome mRNAs. This result motivated us to perform a further analysis on the methylation differences between total and polysome mRNAs. Around half of the m^5^C sites in total mRNAs were overlapped with the m^5^C sites identified in polysome mRNAs (Additional file 1: Fig. S8a). 

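Of the high-confidence sites of total mRNA, 46 in LF (59.0%), 47 in MF (57.3%) and 42 in HF (56.8%) are on the polysome list of the same folate condition. In the polysome libraries, 52, 51 and 49 of the total mRNA sites were listed with a coverage of at least 20 in both replicates. A site that is not listed may lack coverage or lack methylated reads, and the lists do not separate these cases. By pooled reads with a level of at least 0.1, 62 of the LF sites (79.5%), 57 of the MF sites (69.5%) and 52 of the HF sites (70.3%) were methylated in polysome mRNA. For the sites that only had to pass the standard filter, 12.0%, 10.5% and 7.26% were also called in polysome mRNA.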

To ensure comparable coverage between the two sets of methylomes, m^5^C sites included for further comparison had to meet two requirements: (1) high-confidence m^5^C sites in either the total or polysome mRNA methylomes and (2) a coverage depth ≥ 20 in both conditions. 

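With a coverage of at least 20 in all 4 libraries compared, 129 sites could be compared between pLF and LF, 133 between pMF and MF, and 149 between pHF and the libraries labelled HF. Over all 12 libraries, 160 sites of the list had this coverage.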

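At the 160 sites covered in every library, the mean level was 18.6% ± 0.883 (SD, n = 6) in the polysome libraries and 11.2% ± 1.79 (SD, n = 6) in the total mRNA libraries. The difference was 7.41 percentage points, and each polysome library was above every total mRNA library. An exact two-sided permutation test over the 12 libraries gave p = 0.00216, the smallest p that its 924 arrangements allow, and exchanging libraries only within a folate condition gave p = 0.00926. The level was higher in polysome mRNA at 155 of the 160 sites. The libraries labelled HF had the highest mean among total mRNA. Without them and without pHF, the difference was 8.01 percentage points over 169 sites (p = 0.0286 by the same exact test on 4 against 4 libraries, and p = 0.0556 when libraries were exchanged only within a folate condition, which allows 36 arrangements), an alternative chosen after seeing the data. Among the alternatives fixed beforehand, the largest shift came from the median over sites, with a difference of 6.08 percentage points, followed by 352 sites called by the standard filter in both replicates of any condition, with 6.29, and the 54 sites that are high-confidence in total mRNA, with 8.46. All of these sets hold only sites listed in every library compared, and a listed site has at least 1 methylated read. For sites chosen in total mRNA alone, the difference depended on how unlisted sites were treated. Both alternatives were chosen after seeing the data and leave out the libraries labelled HF and pHF. Over 55 such sites covered in every library compared, the difference was 9.17 percentage points, with 53 sites higher in polysome mRNA. The exact permutation test on 4 against 4 libraries gave p = 0.0286. Over 91 sites of LF or MF, a level of 0 was set in each polysome library that does not list the site. The difference was then -0.740 percentage points (p = 0.486 by the same exact permutation test), with 63 sites higher in pLF and pMF. Of the 91 sites, 27 were unlisted in at least 1 of the 4 polysome libraries, and the lists do not separate a lack of coverage there from a lack of methylated reads. By condition, the difference of the means was 9.18 percentage points for pLF against LF, 9.59 for pMF against MF and 7.04 for pHF against the libraries labelled HF.

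**Figure D3:**
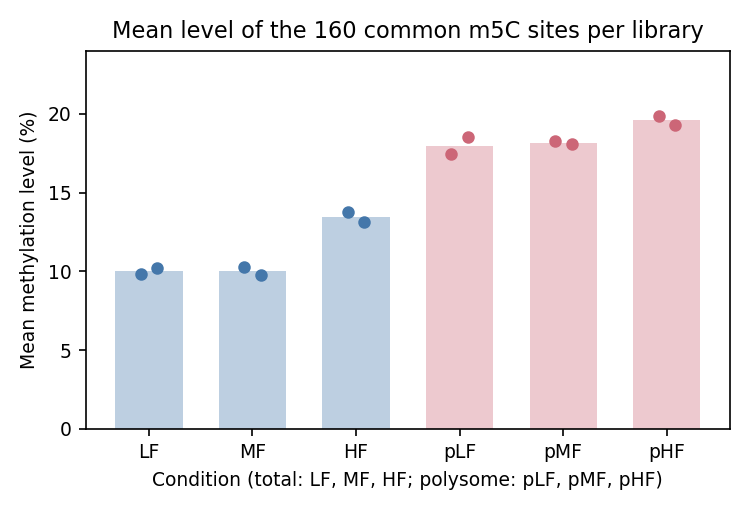
Mean methylation level, in percent, of the 160 sites covered in all 12 libraries. Points are libraries and bars the means of the 2 replicates, with total mRNA in blue and polysome mRNA in red. All polysome libraries lie above all total mRNA libraries, and HF stands for the libraries labelled HF.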

The comparison showed significant hypermethylation in polysome mRNAs (LF vs pLF, MF vs pMF, HF vs pHF) (Additional file 1: Fig. S8b). Hypermethylation in polysome mRNAs indicates m^5^C modification plays a role in the regulation of mRNA translation. In addition, a panel of differentially methylated m^5^C sites were identified in the comparison of LF vs pLF (99 DMS sites with 96 sites hypermethylated in pLF) (Fig. 6a), MF vs pMF (89 DMS sites with 88 sites hypermethylated in pMF) (Fig. 6b), and HF vs pHF (117 DMS sites with 116 sites hypermethylated in pHF) (Fig. 6c).

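Fisher's exact test on pooled reads called 95 of 129 sites for pLF against LF, all 95 higher in pLF, and 98 of 133 for pMF against MF, all 98 higher in pMF. For pHF against the libraries labelled HF it called 98 of 149 sites, 91 higher and 7 lower in pHF. The beta-binomial test called 79, 87 and 75 sites, and limma 65, 73 and 43. Both replicates of one fraction were on the same side of both replicates of the other at 93, 96 and 97 of the called sites. Mixed groups of the same libraries gave at most 14 called sites in each of the pLF and pHF comparisons and at most 2 in the pMF comparison. By pooled level, the largest differences in the first comparison were at Pgm1 (29.7 percentage points), Thbs3 (29.3), Myo6 (25.0), Sorcs2 (24.3) and Csnk2a1 (24.0). Pgm1 is the name in the paper's list for a site at position 64105789 of chromosome 5, while GENCODE vM21 has Pgm1 on chromosome 4. The differences at Pgm1 and Myo6 rest largely on 1 library, since the replicates of pLF were 14.0% and 50.6% at Pgm1 and 42.3% and 74.0% at Myo6, with 40.5% and 40.7% in LF at Myo6. At both genes the difference between the means of the replicates was smaller than that of the pooled levels. In the second they were at Sorcs2 (34.7), Thbs3 (31.6), Agfg2 (31.3), a 5'UTR site of chromosome 13 without a gene name in the list (24.7) and Csnk2a1 (23.6). In the comparison with the libraries labelled HF they were at Trim41 (28.7), Klhl26 (25.3), Wdr48 (23.9), Sorcs2 (23.3) and Fam219a (21.8), where the replicates of pHF were 39.2% and 20.5%. From the higher methylation in polysome mRNAs, the paper proposes that m5C modification has a role in the regulation of mRNA translation.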

**Fig. 6:**
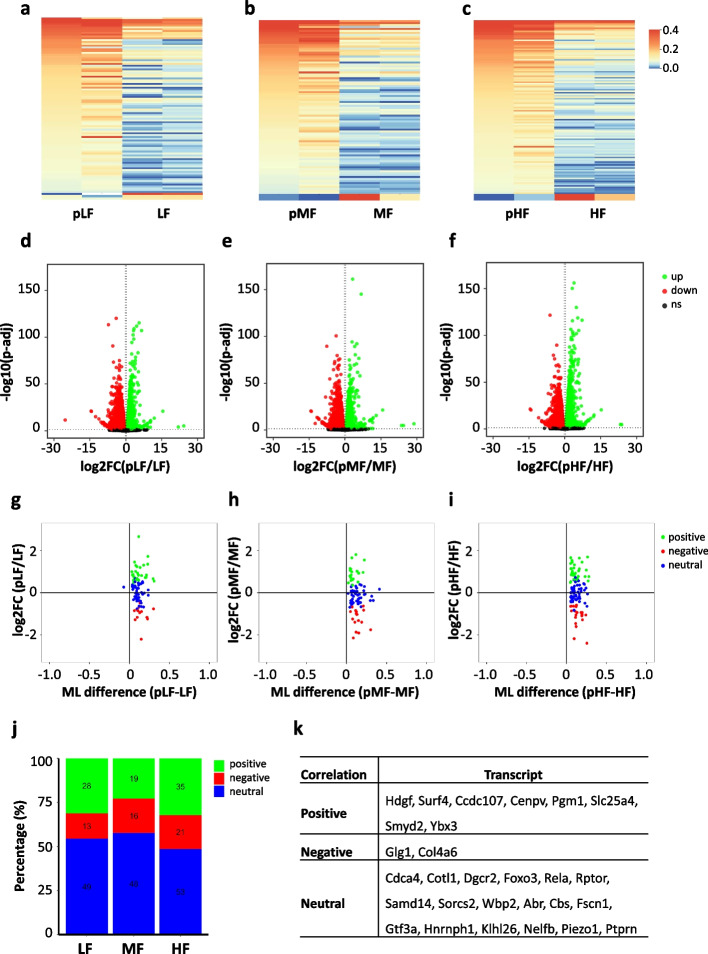
Correlation between m^5^C methylation and mRNA translation. **a**–**c** Heatmap showing the methylation profile of differentially methylated m^5^C sites in the comparison between total and polysome mRNAs. **d**–**f** Volcano plot showing the differentially expressed genes (DEGs) in the comparison between total and polysome mRNAs. **g**–**i** Distribution of mRNAs with a significant change in m^5^C methylation level in three categories: positive correlation, negative correlation, and neutral correlation between m^5^C methylation and mRNA translation efficiency. **j** Stacked bar charts showing the distribution of sites in different m^5^C methylation-mRNA translation correlation categories. **k** A summary table showing the transcripts with consistently positive/negative/neutral correlations between m^5^C methylation and mRNA translation among the three conditions.

To further explore the relationship between m^5^C modification and mRNA translation, we performed correlation analyses by integrating the RNA expression data and the RNA methylome data generated from both total and polysome mRNAs. Differential expression analyses between total and polysome mRNA-seq datasets were performed. We divided the transcriptome into three categories based on the translation efficiency: up-regulated mRNAs in polysomes indicating high translation efficiency, no significantly changed mRNAs indicating median translation efficiency, and down-regulated mRNAs in polysomes indicating low translation efficiency. As such, we identified 7128 up-regulated transcripts and 7379 down-regulated transcripts in the comparison between pLF and LF (Fig. 6d), 6970 up-regulated transcripts and 7036 down-regulated transcripts in the comparison between pMF and MF (Fig. 6e), and 7285 up-regulated transcripts and 7262 down-regulated transcripts in the comparison between pHF and HF (Fig. 6f). Based on the translation status of mRNAs that carry DMS sites, the correlation between m^5^C modification and mRNA translation was grouped into three categories: positive (mRNAs with hypermethylated m^5^C sites and high translation efficiency, or mRNAs with hypomethylated m^5^C sites and low translation efficiency), negative (mRNAs with hypermethylated m^5^C sites and low translation efficiency, or mRNAs with hypomethylated m^5^C sites and high translation efficiency), or neutral (mRNAs with either hypermethylated or hypomethylated m^5^C sites and median translation efficiency) (Fig. 6 g–i). Around half of the mRNAs bearing DMS sites showed neutral correlations (54.44% in LF, 57.83% in MF, and 48.62% in HF), a quarter to one-third showed positive correlations (31.11% in LF, 22.89% in MF, 32.11% in HF) and the remaining one fifth showed negative correlations (14.44% in LF, 19.28% in MF, and 19.27% in HF) (Fig. 6 j). We further checked whether the diverse correlation relationship was transcript-specific. We found that 8 transcripts (Hdgf, Surf4, Ccdc107, Cenpv, Pgm1, Slc25a4, Smyd2, Ybx3) showed consistently positive correlations, 2 transcripts (Glg1, Col4a6) showed consistently negative correlations, and 18 transcripts (Cdca4, Cotl1, Dgcr2, Foxo3, Rela, Rptor, Samd14, Sorcs2, Wbp2, Abr, Cbs, Fscn1, Gtf3a, Hnrnph1, Klhl26, Nelfb, Piezo1, Ptprn) showed consistently neutral correlations among the three conditions (Fig. 6k). 

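Only the methylation side of these categories was analysed here, since the mRNA-seq data were not used. Of the 8 transcripts with positive correlations, all 8 had a site that was called higher in polysome mRNA for both LF and MF, and 5 had one in all 3 comparisons. The sites of Hdgf, Slc25a4 and Smyd2 were not called against the libraries labelled HF. Of the 2 transcripts with negative correlations, Glg1 had a site called higher in all 3 comparisons, and Col4a6 was called for MF only. Of the 18 transcripts with neutral correlations, 16 were called for both LF and MF and 15 in all 3 comparisons, and Samd14, Piezo1 and Cbs were the exceptions. Among all sites, 80 were tested in all 3 comparisons and 40 were called higher in polysome mRNA in each.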

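The Hdgf site is at position 87914991 of chromosome 3 (plus strand, 3'UTR, exon 6, sequence GGCCTGCAAACTGGGAACCCT). Its level was 9.68% ± 0.667 (SD, n = 2) in LF and 12.5% ± 1.79 (SD, n = 2) in pLF, 9.85% ± 0.920 (SD, n = 2) in MF and 16.1% ± 5.89 (SD, n = 2) in pMF. Against the libraries labelled HF, with 16.3% ± 0.324 (SD, n = 2), the level of 13.3% ± 1.92 (SD, n = 2) in pHF was not higher. Glg1 has a pair of sites in exon 26 in the 3'UTR, at positions 111155350 and 111156493 of chromosome 8 (minus strand). At the first, the level was 21.2% ± 1.28 (SD, n = 2) in LF, 31.3% ± 9.44 (SD, n = 2) in pLF, 23.6% ± 2.52 (SD, n = 2) in MF and 37.6% ± 0.726 (SD, n = 2) in pMF. At the second, it was 10.3% ± 1.28 (SD, n = 2) in LF, 19.1% ± 0.261 (SD, n = 2) in pLF, 8.44% ± 0.0456 (SD, n = 2) in MF and 17.5% ± 0.0709 (SD, n = 2) in pMF. The Dgcr2 site at position 17841431 of chromosome 16 (minus strand, 3'UTR, exon 10) had 9.93% ± 1.57 (SD, n = 2) in LF, 17.8% ± 6.28 (SD, n = 2) in pLF, 7.65% ± 1.27 (SD, n = 2) in MF and 20.2% ± 2.47 (SD, n = 2) in pMF. The coverage was at least 166 at the first Glg1 site, 336 at Hdgf, 567 at Dgcr2 and 873 at the second Glg1 site in each of the 12 libraries. Adjusted p by Fisher's exact test was 0.0366 for Hdgf in pLF against LF, and the beta-binomial test did not call it there.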

The correlation between m^5^C methylation and mRNA translation was visualized in IGV browser for Hdgf (positive correlation), Glg1 (negative correlation), and Dgcr2 (neural correlation) (Additional file 1: Fig. S9). The results revealed a transcript-specific relationship between m^5^C modification and mRNA translation.

## Discussion

The beneficial effect of folate supplementation before and during pregnancy has been known for almost three decades [60]. To prevent certain birth defects such as NTDs, folic acid fortification in the form of enriched grain food has been a regular practice in the USA since 1998 [61]. As a methyl donor, folate influences DNA methylation and gene expression [2, 21, 62]. To investigate the impact of folate on the epitranscriptome, this study provided transcriptome-wide profiles of mRNA abundance, translation, and m^5^C modification in both total mRNAs and polysome mRNAs from NSCs cultured in different concentrations of folate. Considering that NTDs may occur at a very early stage of brain development, NSCs were cultured for a relatively short period of time in this study. Thus, the influence of suboptimal folate concentration might not be fully represented yet during this period. Previous studies have shown that, compared to tissue samples, cells in culture tend to have fewer m^5^C sites determined [49, 63]. Using stringent criteria for methylation calling, this study focused on a small set of m^5^C sites with high confidence [64]. Therefore, some true m^5^C sites might be excluded during the filtering steps. Recently, Liu et al. have implemented an elegant tool to explore the isoform-level m5C sites across different tissues [65]. The focus of this study is to understand mRNA methylation, expression, and translation at the level of transcript. The short sequencing reads generated may not be ideal for the detection of all possible RNA isoforms. Despite these limitations, novel information was gathered with RNA-seq and RNA BS-seq using total poly(A) RNA samples isolated from NSCs cultured in low, median, and high folate media.

Although very few genes showed differential expression, hundreds of differentially translated genes were determined in the comparison between the control and folate deficiency or supplementation. Differentially translated genes between LF and MF were enriched in mitochondrial functions and linked to Alzheimer’s disease, while the differentially translated genes between HF and MF were enriched in the regulation of nervous system development and essential neural functions, including cell proliferation, differentiation, and apoptosis. Pathway analysis showed that the differentially translated genes between HF and MF are enriched in the Notch, Wnt, and PI3K-AKT signaling pathways, which play a critical role in the proliferation, differentiation, and survival of neural stem cells [55, 56, 66]. The enhanced PI3K-AKT signaling pathway is linked to the hyperproliferation of NSCs and brain overgrowth, which is considered as the common phenotype in autism [57, 59]. The differences in the functional enrichment indicate the distinct impacts of folate deficiency and supplementation on the growth and differentiation of neural stem cells.

RNA bisulfite sequencing of polysome-associated mRNAs has provided direct evidence of the methylation status of actively translating mRNAs. Interestingly, our study showed consistent hypermethylation in polysome mRNAs than that in total mRNAs, indicating a critical role of m^5^C modification in the regulation of mRNA translation. Integrative analysis showed that the correlation between mRNA m^5^C methylation and mRNA translation could be positive, negative, or neutral. Further examination indicated a transcript-specific relationship between m^5^C modification and mRNA translation. Differential methylation analyses showed that only one DMS site was identified in total mRNA methylomes, and a small set of DMS sites were identified in polysome mRNA methylomes. For both total mRNA methylomes and polysome mRNA methylomes, more than half of the high-confidence m^5^C sites were shared by the three conditions. Functional annotation of these m^5^C-modified mRNAs showed shared functions such as cell adhesion and response to insulin, and condition-specific enrichment, such as chemical synaptic transmission in LF. Interestingly, genes associated with Alzheimer’s disease are enriched in the three conditions in polysome mRNAs, with an increasing count of genes from high folate to low folate. Combined with previous reports in human studies [7–9] and the result that the down-regulated differentially translated genes in LF were enriched in Alzheimer’s disease, further studies are needed to investigate the effect of folate deficiency and supplementation in mouse models and in human populations.

## Conclusions

Our study identifies a transcriptome-wide influence of folate on mRNA m^5^C methylation and translation in NSCs and reveals a potential link between mRNA m^5^C methylation and mRNA translation. The mechanism underlying the regulation of mRNA translation by m^5^C methylation is worth of further research using in vivo models.

## Methods

### Mouse neural stem cell (NSC) culture and treatments

Mouse NSCs were isolated from the subventricular zone (SVZ) of the lateral ventricles as described previously [45]. NSCs were seeded on poly-ornithine and laminin-coated plates and the cells were incubated for four days with a media change at day 2. Cells were divided into three treatment groups based on the concentration of folic acid (FA): low FA group (LF, 1.5 μmol/L), medium FA group (MF, 10 μmol/L), and high FA group (HF, 80 μmol/L). LF media was prepared by mixing FA-free DMEM (Sigma, cat# D2429-100mL) and Ham’s F12 media (Fisher, cat# 11-765-054, containing 3 μmol/L FA) at a 1:1 volume ratio, supplemented with 2% B27, 2 mmol/L l-glutamine, 1× penicillin-streptomycin, 20 ng/mL epidermal growth factor (EGF, PeproTech, cat# AF-100-15), and 20 ng/mL basic fibroblast growth factor (bFGF, PeproTech, cat# 100-18B). 10mM FA stock was prepared from folic acid powder (Fisher, cat# AAJ6293706) and filtered through a 0.22-μm membrane.

### Polysome fractionation

Polysome fractionation was performed as previously described [67]. After treating with different concentrations of folic acid for 4 days, monolayer cultures of NSCs were incubated with cyclohexamide (CHX, 100 μg/mL, Sigma Aldrich, cat# 239765) at 37 °C for 10 min to stabilize ribosomes. After washing with ice-cold 1× phosphate-buffered saline (PBS) containing 100 μg/mL CHX, the NSCs were detached from the plate using a cell scraper and spun down at 300g at 4°C for 5min. The cell pellet was immediately transferred to a −80 °C freezer and stored for later analysis. Frozen cell pellets were thawed on ice, lysed in hypotonic lysis buffer, and centrifuged at 15,000 rpm for 5 min at 4 °C. The supernatant was collected and subjected to the OD260nm measurement using a Nanodrop 2000. Based on the values of OD260nm, an equal amount of lysate was loaded onto 10–50% sucrose gradients and ultra-centrifuged at 35,000 rpm at 4°C for 3 h using a SW41Ti rotor (Beckman Coulter). The gradients were fractionated into 15 fractions using Gradient Station (BioCamp). Polysome fractions (fractions 9–15) were identified, pooled, and extracted with TRIzol LS reagent. The purified polysome RNA samples were subjected to two rounds of oligo(dT) bead selection and subsequently used for RNA-seq and RNA BS-seq library construction.

### RNA BS-seq library construction

RNA bisulfite conversion was performed as previously described [68] with minor modifications. Briefly, poly(A) RNA was first mixed with spiked-in Xef1 unmethylated RNA at a ratio of 0.5%. The spiked-in unmethylated mRNA was transcribed from the pTRI-Xef plasmid supplied by the MEGAscript™ T7 Transcription Kit (Invitrogen, cat# AM1333), which encodes the 1.85-kb Xenopus elongation factor 1α mRNA according to the manufacturer’s manual. Briefly, the linearized pTRI-Xef plasmid was transcribed in vitro in a reaction with MEGAscript T7 RNA polymerase (Ambion) at 37 °C for 4 h, followed by DNase treatment at 37 °C for 15min to remove the DNA template and then purified using the RNeasy Mini Kit (QIAGEN, cat# 74104). RNA bisulfite conversion was performed with an initial denaturation at 95°C for 1min, followed by three cycles of 70°C for 10min and 64°C for 45min using the EZ RNA methylation Kit (Zymo Research, cat# R5001). The bisulfite-converted RNA was subjected to the stranded RNA-seq library construction procedure using the TruSeq Stranded mRNA Library Preparation Kit (Illumina, cat# RS-122-2101). We modified the procedure to skip the RNA fragmentation step and to supply both random and ACT random hexamers during the first strand cDNA synthesis.

### RNA BS-seq data analysis

The RNA BS-seq data analysis was performed as previously described [64]. The adapter sequences, 6bp from the 5′ and 3′ ends of both the forward and reverse reads, low-quality bases, and polyXs with a threshold of a 10-base nucleotide repeat were removed from raw reads using fastp v0.20 [69]. The processed reads with lengths greater than 50bp were defined as clean reads and mapped to the mouse genome mm10 using meRanGh of the meRanTk package [70]. Bisulfite conversion rates were estimated according to the Xef spike-in controls. Uniquely aligned reads were used to call candidate m^5^Cs by meRanCall package from meRanTK software. To achieve high confidence in methylation calling, a sequential filtering pipeline was applied to each site. First, a 3C filter was performed, that is, bisulfite-converted reads with more than 3 unconverted Cs were considered as incomplete conversions and, thus, were filtered (3C filter). Then, a standard filter was applied: (1) coverage depth ≥ 20, (2) methylation level ≥ 0.1, and (3) methylated cytosine depth ≥ 6. After the standard filter, the m^5^C sites with “signal/noise” ratios greater than 0.9 [43, 49] and FDR-adjusted *p*-values less than 0.05 [68, 70] were retained. Lastly, RNAfold of the ViennaRNA v2.2.9 software (–maxBPspan 150, -T 70, –MEA 0.1) was applied to predict conversion-resistant regions [71]. m^5^C sites located in these regions were further removed. After all the filtering steps, the leftover m^5^C sites that were present in both biological replicates were considered high-confidence m^5^C sites.

The m^5^C sites were annotated using a custom script and the Ensembl mm10 v79 GTF and assigned to 5′ UTR, 3′ UTR, CDS, and noncoding RNA. According to the average lengths of 5′ UTR, 3′ UTR, and CDS in the whole transcriptome, the three segments were divided into 5, 18, and 22 bins, respectively. The numbers of the m^5^C sites in each bin were counted and the percentage was calculated to plot the distribution of m^5^C sites along the mRNA transcripts.

### Differential methylation analysis

Differential methylation analysis was performed on m^5^C sites that met the following two criteria: (1) coverage depth ≥ 20 in the libraries involved in the comparison, and (2) they were methylated in at least one condition. Fisher’s exact test was used to evaluate the significance of differential methylation and the FDR method was applied to correct multiple comparisons. Sites with adjusted *p*-values < 0.05 were considered as differentially methylated sites (DMS).

### RNA-seq library construction

Stranded RNA-seq libraries were constructed using the TruSeq Stranded mRNA Library Preparation Kit (Illumina, cat# RS-122-2101) following the manufacturer’s instructions. Briefly, after two rounds of poly(A) selection, the mRNA samples were fragmented and primed to synthesize first strand cDNA, followed by synthesis of the second strand cDNA. After Ampure XP bead purification, dA tailing was performed and indexed adapters were ligated to both ends of the ds cDNA. Adapter-ligated DNA fragments were enriched by PCR amplification for 12 cycles. After Ampure XP bead purification, the PCR products were size-selected with a range from 350 to 550bp on 2% dye-free agarose gel using the pippin recovery system (Sage Science). The recovered libraries were sequenced on a Hiseq 4000 platform in the 150-bp paired end mode (Illumina).

### RNA-seq data analysis

Adapter sequences and low-quality bases (*Q* < 30) were removed from raw reads using Trim Galore (version 0.5.0) (https://www.bioinformatics.babraham.ac.uk/projects/trim_galore/). Processed reads with lengths greater than 30 nt were defined as clean reads. Clean reads were mapped to the mm10 genome and gene expression levels were outputted by RSEM [72]. The union set of the two replicates were compiled as the list of genes expressed. The raw counts were employed to identify differential expression genes by DESeq2 [48]. Differentially expressed genes were defined as ones with a fold change greater than 1.2 and an adjusted *p*-value less than 0.05.

### Differential translation analysis

Translation efficiency (TE) was estimated as the ratio between polysome mRNA counts and total mRNA counts (TE=polysome/total). Fold changes in TE between two conditions were calculated as TE (treatment)/TE (control). Differential translation efficiency analysis was performed using the Xtail package [53] with the following parameter: minMeanCount = 1. Differentially translated genes (DTGs) were defined as ones with a fold change greater than 1.2 and an adjusted *p*-value less than 0.05.

### Gene Ontology (GO) analysis

GO analysis was performed using DAVID (Database for Annotation, Visualization and Integrated Discovery) [73]. Default parameters were used for the enrichment analysis for Biological Process (BP), cellular component (CC), and molecular function (MF). The representative GO terms were shown.

### Immunostaining

Immunostaining was performed as previously described [74]. Briefly, mouse neural stem cells were seeded on an 8-well chamber overnight. The NSCs were fixed with 4% paraformaldehyde in PBS at room temperature (RT) for 15 min. After washing three times with PBS, NSCs were permeabilized with 0.2% Triton X-100 in PBS at RT for 10 min. The cells were then blocked with 5% normal goat serum (Thermo Fisher, cat# 50062Z) at RT for 1 h and incubated with mouse anti-Nestin antibody (Millipore, cat# MAB353) and rabbit anti-Sox2 antibody (Abcam, cat# ab97959) at 4 °C overnight. After washing three times with 1×PBS, the cells were incubated with Cy3-conjugated anti-rabbit IgG (Invitrogen, cat# A10520) and Alexa Fluor 488-conjugated anti-mouse IgG (Invitrogen, cat# A10680) secondary antibodies at RT in darkness for 1 h. After washing three times with 1×PBS, cells were mounted with DAPI-Fluoromount-G™ Clear Mounting Media (SouthernBiotech, cat# 010020) and the fluorescent images were captured using a confocal microscope.

### RT-qPCR

RT-qPCR was performed as previously described [74]. Briefly, 1 μg total RNA was reverse transcribed to cDNA using the high-capacity cDNA reverse transcription kit (Applied Biosystems, cat# 43-688-14). qPCR reaction was performed using GoTaq qPCR Master Mix (Promega, cat# A6001) on Step One Plus Real-Time PCR Systems. mRNA expression levels were determined using the ∆∆Ct method with GAPDH as an internal reference control.

### Western blot

NSCs were lysed by RIPA buffer supplemented with a protease inhibitor cocktail (Thermo Scientific). The total protein samples were loaded to run SDS-PAGE on the NuPAGE 4 to 12%, Bis-Tris mini protein gel (Thermo Fisher, cat# NP0335BOX), and transferred to the nitrocellulose membrane (Thermo Fisher, cat# LC2006). After blocking in 5% milk-PBST, the membrane was incubated with primary antibodies at 4 °C overnight, followed by incubation with secondary antibodies at room temperature for 1h, with washing steps in between. The membrane was developed with Super Signal West Pico PLUS Chemiluminescent Substrate (Thermo Fisher, cat# 34580), and the images were captured using the Bio Rad ChemiDoc imaging system. The primary antibodies used were rabbit anti-Ndufa13 antibody (Proteintech, cat# 10986-1-AP), rabbit anti-Gng11 antibody (Thermo Fisher, cat# PA5-100666), mouse anti-Ptx3 antibody (Santa Cruz, cat# sc-373951), and rabbit anti-GAPDH antibody (CST, cat# 2118).

## Supplementary Information

**Additional file 1: Figure S1.** Quality control of total mRNA-seq datasets. (a, b, c) Scatter plot showing the Pearson correlation between two biological replicates in total mRNA-seq datasets in NSCs. (d) Principal component analysis of total mRNA-seq datasets. **Figure S2.** Validation of differentially expressed genes (DEGs). (a-g) RT-qPCR was performed to validate the expression of DEGs identified by RNA-seq. (*<0.05, **<0.01, ***<0.001.) Numerical data is provided in Additional file 7. The error bars indicate standard error of the mean (SEM). **Figure S3.** Distribution of m^5^C sites in total mRNA BS-seq datasets. (a) Pie chart showing the categories of RNA molecules with m^5^C modification. (b) Histogram showing the distribution of methylation level for each condition. **Figure S4.** Quality control of polysome mRNA-seq datasets. (a, b, c) Scatter plot showing the Pearson correlation between two biological replicates in polysome mRNA-seq datasets in NSCs. (d) Principal component analysis of polysome mRNA-seq datasets. **Figure S5.** Validation of differentially translated genes (DTGs). (a, b) Western blot was performed to validate the expression of DTGs identified by polysome profiling. Gng11 showed increased translation efficiency in LF (a), and Ptx3 showed increased translation efficiency in HF (b). Original blot images were provided in Additional file 8. **Figure S6.** Characterization of m^5^C sites in polysome mRNA BS-seq datasets. (a) Venn diagram showing the overlap of m^5^C sites between two replicates. (b) Dot plot showing the methylation level correlation of the overlapped m^5^C sites between two replicates. (c) Box plot showing the methylation level of overlapped and non-overlapped m^5^C sites in the two replicates. (d) Pie chart showing the categories of RNA molecules with m^5^C modification. (e) Histogram showing the distribution of methylation level for each condition. **Figure S7.** Functional annotation of m^5^C-modified mRNAs in polysome mRNAs. (a) Venn diagram showing the overlap of m^5^C sites among the three conditions (pLF, pMF, pHF) (b) Bubble plot showing the GO terms of m^5^C-modified mRNAs in pLF, pMF and pHF. **Figure S8.** Comparison between total and polysome methylomes. (a) Venn diagram showing the overlap of m^5^C sites between total and polysome mRNAs. (b) Box plot showing the methylation level of the union of m^5^C sites between total and polysome mRNAs with 20x coverage in both samples. A Wilcoxon signed-rank test was performed. **Figure S9.** Visualization of the correlation between m5C methylation and mRNA translation. (a, b, c) Left panel depicts transcript-level read pileup of the mRNAs: Hdgf (a), Glg1 (b), and Dgcr2 (c) using the IGV browser. The total and polysome mRNA-seq datasets were shown (green – LF, blue – MF, red –HF). Right panel depicted the methylation level of the m5C site identified in the respective transcript in both total and polysome mRNAs (t: total, p: polysome).

**Additional file 2: Table 1.** Library statistics.

**Additional file 3: Table 2.** RNA expression level of total and polysome mRNA-seq libraries.

**Additional file 4: Table 3.** List of differentially expressed genes.

**Additional file 5: Table 4.** List of differentially translated genes.

**Additional file 6: Table 5.** List of high-confidence m^5^C sites in mouse NSCs.

**Additional file 7.** Combined raw data, with each figure on a spreadsheet.

**Additional file 8.** Original uncropped blot images.

**Additional file 9.** Source codes used to generate figures.

## Data Availability

All data generated or analyzed during this study are included in this published article, its supplementary information files, and publicly available repositories. Sequencing data generated in this study have been deposited to the NCBI Gene Expression Omnibus under accession number GSE151726. Analyses in this study were performed using the R v4.1.1, and Python 3.9.4 packages Biopython v1.78, matplotlib v3.3.4, Seaborn v0.11, and Pysam v0.16. Individual data values are provided in Additional file 7. Source codes are provided in Additional file 9. Source codes and input data used to generate figures were provided via GitHub link: https://github.com/zaustinj33/RNABSseq_FolicAcid

## Abbreviations

NSC: Neural stem cell
NTD: Neural tube defect
AD: Alzheimer’s disease
ASD: Autism spectrum disorder
P1: Postnatal day 1
tRNA: Transfer RNA
rRNA: Ribosomal RNA
mRNA: Messenger RNA
mt-mRNA: Mitochondrial mRNA
LF: Low folate concentration
MF: Median folate concentration
HF: High folate concentration
TPM: Transcripts per million
DEG: Differentially expressed gene
DMS: Differentially methylated m5C site
GO annotation: Gene Ontology annotation
DTG: Differentially translated gene

How the deposited data were processed for this re-analysis (not part of the article)

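The data are RNA BS-seq libraries of mouse neural stem cells grown for 4 days with 1.5, 10 or 80 μM folic acid, from total mRNA and from polysome mRNA, with 2 replicates of each of the 6 conditions and 12 libraries in all. The authors trimmed the reads with fastp, aligned them uniquely to mm10 with meRanGh, called cytosines with meRanCall and annotated them with meRanAnnotate, and deposited 1 list of called cytosines per library. The deposited counts are the coverage and the methylated (unconverted) reads of each cytosine, and the authors made these counts by counting reads at each position, with no normalization between libraries. The deposited methylation level is a fraction, which the authors made by dividing methylated reads by methylated plus converted reads; recomputing it gave 0 mismatches in each library. The lists start at a coverage of 10 and 1 methylated read and precede the authors' 3C filter, signal/noise filter and structure filter. Samples were grouped by the labels that came with the deposited data.

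The lists were read with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3, tests were run with scipy 1.17.1 and with limma 3.58.1 in R 4.3.3, and figures were drawn with matplotlib 3.10.9. Random draws used the seed 20221123. Cytosines with a variant base were left out. Positions were compared with the sequence of GRCm38.p6, and features were taken from GENCODE vM21. A site was called with a coverage of at least 20, a level of at least 0.1 and at least 6 methylated reads. High-confidence sites are the 253 sites of Additional file 6: Table 5, used as a list of positions, with the condition the paper gives for each; levels and counts come from the deposited lists unless the text says that they are the paper's. Background cytosines are those with a level under 0.05. Clusters were defined with a window of 25 bases.

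The libraries labelled HF do not hold the counts of the paper's HF sites, while the other 10 libraries do. They were kept under the label they carry, were not moved to another condition, and are named as labelled HF in the text.

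Differences between conditions were tested at each high-confidence site of either condition with a coverage of at least 20 in 4 libraries, by a two-sided Fisher's exact test on reads pooled over replicates, with the Benjamini-Hochberg adjustment and a threshold of 0.05. Pooling treats reads as independent and has no error term between replicates, so the same sites were also tested with a beta-binomial likelihood ratio test with 1 shared overdispersion and with limma on the log odds with a pseudocount of 0.5. The mean level of polysome and total mRNA was compared by exact permutation of libraries, the median level by exact permutation, and sites in both replicates against sites in 1 by an exact sign-flip test. Shares have Wilson intervals of 95%, and correlations have Fisher intervals.

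The tests were tried on simulated data: 156 sites with the coverage of pLF and pMF, of which 40 were changed by a level of 0.2, in 20 simulations. With the overdispersion of the libraries, Fisher's exact test recovered 91.8% of the changed sites with a mean of 19.95 false calls, the beta-binomial test 84.4% with 1.45, and limma 70.1% with 1.10. With counting error alone, Fisher's exact test gave 1.15 false calls. A change of 0.2 is larger than each difference between folate concentrations named in the text. The shares recovered therefore do not give the power of the tests for differences of that smaller size. Unchanged groups were simulated 200 times for each comparison between folate concentrations.

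The summed coverage of a library was between 1186213013 and 2857966129. At the lowest coverage tested, 20, 1 read changes a level by 5 percentage points. With 2 replicates per condition, comparisons allow no exact p under 0.333 for a single value.

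Sites named in the text are those of genes the paper names and, for each comparison, the 5 called sites with the largest difference in pooled level whose replicates do not overlap between the groups, a rule set before their values were seen. The alternatives were other minimums of coverage (10, 30, 50 and 100), level (0.2) and methylated reads (3 and 10), a binomial test against the non-conversion rate, thinning to the smallest summed coverage, leaving out chromosome MT, other sets of sites, pooled reads, Spearman's rho, the other tests, the contingency table of the source code in Additional file 9, the replicate number as a block, and leaving out each replicate.

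The 3C filter needs the reads, the signal/noise filter needs more than the lists state, and the structure filter needs RNAfold, so these filters were not repeated. The mRNA-seq, polysome profiling, qPCR and western blot data, the GO annotation and the correlation of methylation with translation were not analysed here.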

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

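The tests of explanations in this part were chosen after the results were seen, and the comparison of each library with the others of its fraction followed a fixed rule. In groups of 6 libraries, a library is listed here when its gap to the nearest other library, divided by the range of the group, passes Dixon's 95% critical ratio. Of 16 groups, 4 had such a library, and chance alone gives about 1 in 20 groups.

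All 4 were pHF replicate 2. Its share of cytosines with a variant base was 2.28%, its median coverage 920, its level of background cytosines 0.128%, and its number of cytosines with a level above 0.9 was 38353. The cytosines above 0.9 had a median coverage of 12, and with a coverage of at least 20 there were 2065, against 1727 in pLF replicate 2, so nearly the whole excess lies at a coverage under 20. These measures are not independent of each other, so they are not 4 separate observations. Greater depth is argued against, since 9028 cytosines above 0.9 remained after the library was thinned to the smallest summed coverage, while the other polysome libraries had at most 2200. Reads of genomic DNA that escaped conversion remain a candidate explanation: the number of such cytosines per chromosome followed chromosome length with r = 0.805, against 0.0361 to 0.692 in the other libraries. Among all its listed cytosines, which include those above 0.9, 4.65% lay outside genes, against 0.977% to 1.47% in the other libraries. The strand and the position of the cytosines above 0.9 themselves do not set the library apart. Of these, 51.2% were on the forward strand, against 51.3% in pHF replicate 1. Outside genes lay 74.4% of them, against 76.3% to 87.4% in the 9 other libraries not labelled HF. A biological difference due to folate is not separated from this, but pHF replicate 1, grown with the same folate concentration, had 2367 such cytosines.

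A cytosine in the 5'UTR of Pabpc4 (chromosome 4, position 123283491) is not on the paper's list and had a level of 41.5% to 66.2% over the 12 libraries, with a coverage of 47 to 143. It was sought among cytosines that stand alone in all 10 libraries other than those labelled HF. There were 33 such cytosines, and 32 of them are on the paper's list. The neighbours within 100 bases had 0.817% to 2.87% unconverted reads, with 1 to 19 listed neighbours per library. These values cannot decide on incomplete conversion of the surrounding stretch, since the cytosine was sought among those that stand alone. A variant against the reference or a structure that resists conversion at this base alone was not tested and stays open, and no biological explanation was tested.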

How the results depend on the processing

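The alternatives in this part were set before the data were examined, except 5 that were chosen after the results were seen: the counts of Additional file 6: Table 5 in the tests between groups, the crossed replicate block, the comparison without the libraries labelled HF and pHF, the sites that are high-confidence in both fractions, and the sites chosen in total mRNA alone with a level of 0 where a polysome library does not list them.

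For the calls, other minimums moved some results by more than 1.5 times or by more than 1 SD. With a coverage of at least 10, the share called in both replicates of MF was 77.0%, and 1688 sites in pMF and 1684 in pHF were called in both. With at least 30, these were 638 and 522. With at least 50, they were 967 in LF, 1194 in MF, 1929 in HF, 720 in pLF, 420 in pMF and 380 in pHF. With a level of at least 0.2, HF had 1723. With at least 3 methylated reads the shares were 48.1% in LF, 52.9% in MF, 32.4% in HF, 28.4% in pLF and 30.0% in pMF, and with at least 10 reads 68.2% in HF, 69.4% in pLF and 70.9% in pMF. Thinned to the smallest summed coverage, LF had 925 sites, MF 1085 with a share of 79.1%, and HF 1892. With chromosome MT left out, LF had 1162. With only the sites of Additional file 6: Table 5, whose length limits the result, the numbers were 80, 84, 100, 134, 138 and 150, and the shares 78.7% in HF, 83.3% in pLF, 87.6% in pMF and 86.6% in pHF. Here and below, HF stands for the libraries labelled HF. The number of sites called per library kept its value within 1.5 times in 63 of 120 alternatives, the number called in both in 39 of 60, and the share called in both stayed within 1 SD in 46 of 60. An added binomial test against the non-conversion rate changed none of the numbers called in both.

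The set of sites mattered most. With the sites that were called in both replicates by the standard filter in place of the high-confidence sites, the correlation was 0.973 in LF, 0.985 in MF, 0.979 in pLF, 0.985 in pMF and 0.984 in pHF. Spearman's rho was 0.835 in LF, 0.778 in MF, 0.776 in pMF and 0.739 in pHF. The median levels with these sites were 41.9% in LF, 52.8% in MF, 25.0% in HF, 99.0% in pLF, 99.3% in pMF and 95.8% in pHF. The shares below 30% were 39.9% in LF, 35.8% in MF, 18.8% in pLF, 25.4% in pMF and 28.2% in pHF. The shares above 50% were 42.8% in LF, 51.3% in MF, 25.8% in HF, 73.6% in pLF, 67.0% in pMF and 62.6% in pHF. The difference in G against the background at positions 1 to 5 was reversed, with -1.63, -9.35, -10.6, -8.68 and -10.8 percentage points in total mRNA and -3.40, -17.4, -15.8, -15.9 and -16.8 in polysome mRNA, while a background of the same genes left all 10 as they were. The sites of total mRNA include those called in the libraries labelled HF. Of the sites in mRNA exons, 7.05% in LF were in a 5'UTR, 85.3% in a CDS and 7.62% in a 3'UTR, with 81.6% of MF in a CDS and 9.38% in a 3'UTR, 1.56% of HF in a 5'UTR and 69.0% in a CDS, 17.5% of pMF in a 5'UTR and 44.9% in a CDS, and 17.5% of pHF in a 5'UTR. The share found in all 3 conditions, which for total mRNA include the libraries labelled HF, was 15.0% in LF, 13.5% in MF, 8.49% in HF, 32.3% in pLF and 64.4% in pHF, and the share of total sites found in polysome mRNA 12.0%, 10.5% and 7.26%. By pooled reads with a level of at least 0.1, sharing rose to 80.8% in LF, 76.8% in MF, 80.3% in pLF, 84.6% in pMF and 78.0% in pHF, and to 79.5%, 69.5% and 70.3% between total and polysome mRNA.

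The median level was little affected otherwise. It was 19.4% in HF with the counts of Additional file 6: Table 5 and 18.7% in pHF with pooled reads. Without replicate 1 or without replicate 2 it was 19.3% to 20.3% in MF, 22.3% to 23.3% in HF, 18.2% to 18.3% in pLF and 17.8% to 18.5% in pMF. The difference of the medians between sites in both replicates and in 1 kept its side of the threshold in all 4 alternatives, and with a coverage of at least 50 it was 0.819 percentage points in total mRNA and 24.6 in polysome mRNA. The difference of the means in polysome mRNA did not: it was 27.5 percentage points with an exact p of 0.0313, and with a coverage of at least 50 it was 13.7 with an exact p of 0.188.

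The counts of differentially methylated sites depended on the test more than on the coverage minimum: 72 of 114 alternatives stayed within 1.5 times the reported count. The contingency table of the source code, with its step-wise adjustment, gave 2 sites for LF against MF, 13 for HF against MF, 3 for pLF against pMF and 18 for pHF against pMF. The beta-binomial test gave 2, 8, 1 and 3, and limma 0, 0, 0 and 0, with 16, 13, 17 and 22 sites at an unadjusted p under 0.05, and 43 for pHF against HF. Sites called in both replicates by the standard filter gave 14 for LF against MF, 1073 for HF against MF and 104 for pLF against pMF, and 312, 216 and 424 for pLF against LF, pMF against MF and pHF against HF. A level difference of at least 0.05 left 5 sites for LF against MF and 11 for pLF against pMF. Leaving out 1 library at a time, with the remaining replicate pooled alone, gave 2 to 6, 8 to 24 and 19 to 42 sites for LF against MF, pLF against pMF and pHF against pMF. The counts of Additional file 6: Table 5, chosen after seeing the data, gave 3, 2, 9 and 19, and 27, 27 and 27 for the comparisons of polysome with total mRNA, where fewer sites have counts in all 4 libraries.

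The replicate numbers do not pair the samples, since the correlation of the differences between replicates was between -0.19 and 0.09. With replicate number as a block, limma gave 0, 0, 0 and 0 for the folate comparisons, with 15, 10, 13 and 25 sites at an unadjusted p under 0.05, and 67, 65 and 1 for pLF against LF, pMF against MF and pHF against HF. With a crossed block, chosen after seeing the data, limma gave 0 for LF against MF and 0 for HF against MF, with 13 and 16 sites at an unadjusted p under 0.05.

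The difference between polysome and total mRNA kept its direction and its side of the threshold in 13 of 16 alternatives. It was reversed, at -0.740 percentage points with an exact p of 0.486, for the sites of LF or MF with a level of 0 where a polysome library does not list them, and without replicate 1 or without replicate 2 it was 7.55 or 7.29 percentage points with an exact p of 0.1, the smallest that 3 libraries against 3 allow. For the sites of named genes, 623 of 654 alternatives moved the level by less than the spread between replicates.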

Differences from the paper's values

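The alternatives named here were set before the data were examined, except where the sentence says otherwise.

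The paper gives 44.32% as the upper end of the share of sites found in the other replicate, and the share of LF replicate 2 here was 83.5%. It gives 32.60% as the lower end, without naming the library in its text, and the share of HF replicate 2 here was 61.1%. The lowest share in total mRNA here was that of HF replicate 1, at 49.7%, or 46.4% without chromosome MT. The size of the gap therefore depends on the replicate compared. The filter stage differs too: the shares here follow the standard filter alone, while the paper describes a sequence of further filters. For LF replicate 2 and HF replicate 2, at least 3 methylated reads gave shares of 51.2% and 35.9%. These did not differ from the paper's by more than 1.5 times. Under the other 9 alternatives set before the data were examined, the shares of these 2 libraries did differ.

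The paper's numbers of high-confidence sites in both replicates were 78 in LF, 82 in MF, 74 in HF, 132 in pLF, 136 in pMF and 150 in pHF, and the numbers here were 1795, 1999, 3167, 1721, 987 and 864. With only the sites of Additional file 6: Table 5, set before the data were examined, the numbers were 80, 84, 100, 134, 138 and 150 and did not differ from the paper's, which this setting brings about by itself, since it keeps only the positions of the paper's final list, and which says nothing about the calls. Under the other 9 alternatives set before the data were examined they differed.

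The paper reports 1 differentially methylated site for HF against MF, where 22 were called here with the libraries labelled HF, and none of the 15 alternatives set before the data were examined reached the paper's number. For pLF against pMF, the paper reports 10 sites, and 17 were called here. A level difference of at least 0.05, leaving out pLF replicate 1 and leaving out pMF replicate 2 gave numbers that do not differ from the paper's, and the other 12 alternatives set before the data were examined gave numbers that do. Of these, the paper's 4 higher sites compare with 8 here, which did not differ only without pMF replicate 2. For pHF against pMF, the paper reports 19 sites with 15 higher and 4 lower, and 47 sites with 35 higher and 12 lower were called here. The contingency table of the source code, leaving out pHF replicate 2 and leaving out pMF replicate 1 gave totals that do not differ. For the higher sites the same held, and also with a level difference of at least 0.05, and for the lower sites it held with the contingency table of the source code and without pMF replicate 2. The other alternatives set before the data were examined differed. The paper's own counts of Additional file 6: Table 5, an alternative chosen after the values were seen, gave 2, 9 and 19 sites.

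The paper's level of the Fbn1 site in HF was 0.07, and the level here was 0.175 in the libraries labelled HF, which also differs with pooled reads, the 1 alternative set before the data were examined that gave a value. The paper has the site lower in HF than in MF, and here it was higher.

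The paper reports no differentially methylated site for LF against MF, and 8 were called here. Crtap is among the paper's sites for pLF against pMF, and here it had an adjusted p of 0.0596 by Fisher's exact test; it was called with a coverage of at least 50, without pLF replicate 2 and without pMF replicate 1. The paper places nearly all sites on mRNAs, and here 74.4%, 69.5% and 71.6% of the sites of LF, MF and HF were in mRNA exons by GENCODE vM21.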

Other observations

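The tests of explanations in this part were chosen after the results were seen, except the alternatives for polysome against total mRNA other than those marked below.

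The libraries labelled HF differ from the other 10 libraries in how they relate to the paper's own counts. Reads removed by the 3C filter are argued against, because 85 sites over both libraries have a lower coverage in the deposited lists than in the paper's list. A swap with another library of the study is argued against too, since no column of the paper's list shared more than 1.98% of its coverage values with either library. Other processing of the same reads is argued against by the correlation of log coverage with the paper's HF columns, 0.756 and 0.720, where the other 10 libraries reach at least 0.99995. What stays open is that the lists come from libraries of another culture or experiment. Over 7135 genes, the log coverage of these libraries correlated with LF and MF at 0.712 to 0.748, against 0.799 between the 2 libraries labelled HF themselves and at least 0.895 between LF and MF, and 1495 genes differed more than 2-fold, against 237 between LF and MF. Asns was higher by 4.71 and Ddit3 by 2.95 on the log2 scale, genes chosen after their values were seen. A true effect of 80 μM folic acid would also change coverage, but the paper's own HF columns correlate with its LF and MF columns at 0.964 or more. The results for the libraries labelled HF should therefore not be read as effects of folate.

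The spread between replicates of polysome mRNA is larger than counting error, more so in pLF and pHF than in pMF. For pLF against pMF, unchanged groups with the estimated spread gave a mean of 21.3 calls, against 17 observed, so spread of the simulated size could account for all of them. For pHF against pMF the same simulation gave 23.2 calls, against 47 observed and at most 37 simulated, so spread of this size is argued against as the whole cause. For LF against MF it gave 2.04, against 8 observed and at most 7 simulated. Differences between cultures that happen to follow the folate concentration cannot be separated from folate with 2 replicates. Neither Fisher's exact test on pooled reads nor the simulation removes this, and limma called 0 sites in each of these comparisons, with 17, 22 and 16 sites at an unadjusted p under 0.05, while the beta-binomial test called 1, 3 and 2.

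The higher level in polysome mRNA was weighed against technical explanations. Incomplete conversion in the polysome libraries is argued against by subtracting neighbouring cytosines, which left 7.31 percentage points. The libraries labelled HF are not the source, since leaving them and pHF out gave 8.01, an alternative added after the values were seen. Sites of low coverage are argued against by the difference of 7.78 at a coverage of at least 100. What stays open is a choice of sites by their level in polysome mRNA, since the sites compared had to be listed, with a methylated read, in every polysome library. For 55 sites chosen in total mRNA alone and covered in every library compared, the difference was 9.17 percentage points. This was also added after the values were seen, without the libraries labelled HF and pHF. For 91 sites chosen in total mRNA alone, with a level of 0 where a polysome library does not list the site, the difference was -0.740 percentage points, a test added after the values were seen. It treats sites without coverage like sites without methylation, and 16 of the sites are unlisted in all 4 of these polysome libraries, so the choice of sites and a higher level in polysome mRNA cannot be told apart. A batch difference between the fractions was not tested.

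The effect of low folate was also compared between fractions. For 144 sites, limma found 0 sites where LF minus MF differed between polysome and total mRNA at an adjusted p under 0.05, with 14 sites at an unadjusted p under 0.05 and a smallest adjusted p of 0.0570. Across sites, the differences in the 2 fractions correlated with r = 0.0112 and rho = 0.0386, and a permutation of sites gave p = 0.896; sites are not independent replicates.

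The paper's table of libraries gives 5.23% of the read pairs of pHF replicate 1 removed by the 3C filter, and 0.172% of pHF replicate 2. In the deposited lists, it is pHF replicate 2 that holds the many cytosines with a level above 0.9.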
